# Single-cell gene and isoform expression analysis reveals signatures of ageing in haematopoietic stem and progenitor cells

**DOI:** 10.1038/s42003-023-04936-6

**Published:** 2023-05-24

**Authors:** Laura Mincarelli, Vladimir Uzun, David Wright, Anita Scoones, Stuart A. Rushworth, Wilfried Haerty, Iain C. Macaulay

**Keywords:** Genomic analysis, Haematopoietic stem cells

## Abstract

Single-cell approaches have revealed that the haematopoietic hierarchy is a continuum of differentiation, from stem cell to committed progenitor, marked by changes in gene expression. However, many of these approaches neglect isoform-level information and thus do not capture the extent of alternative splicing within the system. Here, we present an integrated short- and long-read single-cell RNA-seq analysis of haematopoietic stem and progenitor cells. We demonstrate that over half of genes detected in standard short-read single-cell analyses are expressed as multiple, often functionally distinct, isoforms, including many transcription factors and key cytokine receptors. We observe global and HSC-specific changes in gene expression with ageing but limited impact of ageing on isoform usage. Integrating single-cell and cell-type-specific isoform landscape in haematopoiesis thus provides a new reference for comprehensive molecular profiling of heterogeneous tissues, as well as novel insights into transcriptional complexity, cell-type-specific splicing events and consequences of ageing.

## Abstract (web summary)

Single-cell transcriptomics using long-read sequencing achieves both gene and isoform expression in haematopoietic stem and progenitor cells, providing novel insights into the understanding of alternative splicing in cellular differentiation.

## Introduction

Single-cell RNA-seq (scRNA-seq) technologies are now applied to a broad spectrum of biological systems^1^ with particular impact in the study of stem cell and developmental biology^2–4^. With the advance of short-read technologies capable of analysing many thousands of cells in a single experiment, it has become possible to identify cell types and state transitions in complex biological systems. In particular, scRNA-seq has highlighted the continuous nature of haematopoietic hierarchy. Cell types, previously thought of as discrete entities, have been shown to exist in a continuum of states from stem cells to mature progenitors^5^. Investigating the regulatory events that occur in these state transitions and how they change with age is central to the understanding of the regenerative potential of stem cells in health and disease.

Alternative splicing (AS) of mRNA transcripts is a mechanism by which several isoforms can be generated from individual genomic loci, enabling significant increases in transcriptomic and proteomic complexity. AS can affect many aspects of gene expression, including transcript export from the nucleus, transcript stability, and, critically, the production of functionally distinct protein isoforms. AS is thought to occur in at least 62% of multi-exonic genes in mouse^6^ and up to 95% of multi-exonic genes in human^7^. Increasingly, there is an understanding that isoform (co-)expression in tissues and cells can reveal previously unseen complexities in cell signalling responses, as was demonstrated recently for G-protein coupled receptors^8^.

In haematopoiesis, substantial levels of alternative splicing have been observed in sorted populations of stem and progenitor cells^9,10^, but in general, it remains overlooked in transcriptional studies of haematopoiesis, including scRNA-seq studies. Because the vast majority of scRNA-seq studies of haematopoiesis have used 3’ cDNA sequencing, AS events are unlikely to be captured, and thus an entire class of biologically important information about isoform usage is lost. Advances in long-read sequencing technologies have enabled unequivocal detection of AS isoforms^11^, and recently, these approaches have been adapted to explore full-length transcript sequences from single-cell experiments^12,13^. Here, we have applied an integrated approach for parallel short- (Illumina) and long-read (Pacific Biosciences; PacBio) single-cell sequencing of Fluorescence Activated Cell Sorting (FACS) enriched populations, using the 10X Genomics Chromium, to enable comprehensive profiling of cellular diversity, gene expression and alternative splicing events in the mouse haematopoietic system.

We generated cell-barcoded cDNA from haematopoietic stem and progenitor cells isolated from young (8 weeks old) and aged (72+ weeks old) C57BL/6J mice. We then undertook conventional Illumina sequencing of this cDNA to reveal haematopoietic cell states, gene expression, and cell frequency changes associated with ageing. Parallel PacBio sequencing of this full-length cDNA and integration of the cell barcodes annotated the single-cell short-read data with isoform-level information, enabled a survey of isoform expression in the haematopoietic stem cells (HSCs) and their progeny (Fig. 1A). We demonstrate that AS is readily detectable by long-read sequencing of scRNA-seq libraries and that many genes, including known regulators of HSCs and their progeny, are expressed as diverse transcripts, often encoding functionally distinct proteins. These functionally divergent isoforms, undetectable by short-read sequencing alone, indicate that isoform-level analysis is critical for the understanding of cellular systems and states.

**Fig. 1:**
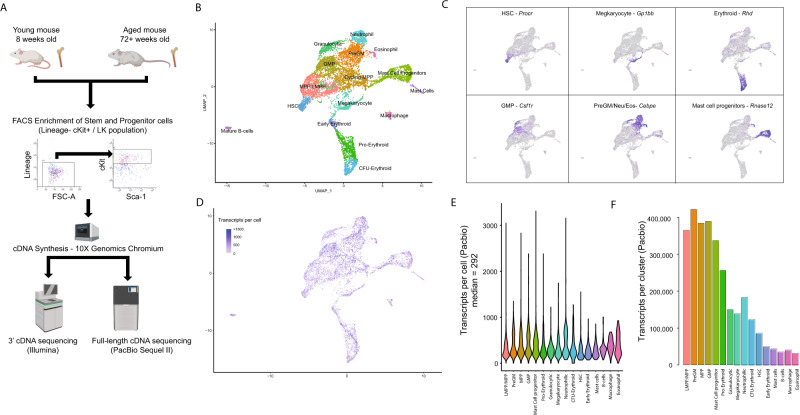
Integrated short- and long-read single-cell RNA-seq of murine haematopoietic stem and progenitor cells. **A** Method overview (created using elements from BioRender) **B** UMAP plot of haematopoietic stem and progenitor cells obtained from 3’ cDNA sequencing of the Lin− cKit+ population. Clusters have been annotated based on known marker gene expression. **C** Selected marker gene expression demonstrating the presence of HSCs, megakaryocytes and myeloid/erythroid progenitors. **D** Numbers of transcripts, derived from long-read sequencing, mapping to individual cells. **E** Distribution of transcripts detected in cells from each of the cell-type clusters. **F** Total number of transcripts detected in each of the cell-type clusters.

## Results

### Annotation of short-read scRNA-seq data with isoform-level information

Using fluorescence-activated cell sorting (FACS), we isolated the Lineage-negative, cKit (Cd117) positive (LK) cell fraction of mouse bone marrow cells, a population containing stem and progenitor cells^14^ from young (8 weeks old, *n* = 3) and aged (72+ weeks old, *n* = 3) mice. We generated standard 10×3’ scRNA-seq libraries from these populations from each mouse, revealing the diversity of cell types present within the 8000 LK cells passing quality control (Fig. 1B).

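LK cells of 6 mice, 3 aged 8 weeks and 3 aged 72 weeks, were captured in droplets, and each RNA molecule was tagged with the barcode of its cell and a unique molecular identifier (UMI). A count of UMIs is therefore a count of captured molecules. The deposited counts are the UMIs of 17757 genes in 8436 cells, which the authors made with Cell Ranger 3.0.2 and filtered to cells with at least 1000 genes and at most 5% mitochondrial counts. The young mice (1, 3 and 5) gave 4148 cells and the aged mice (2, 4 and 6) gave 4288, at 681 to 1919 cells per mouse. A library held 3628043 to 17585424 UMIs. The median cell had 4172 to 8498 UMIs, so depth differed between mice of one age. Cells were grouped from these counts with Seurat 5.3.0 after integration between mice. The 223 genes that were to be compared between ages, or that track RNA quality, were left out of the grouping. UMIs were then summed per mouse within each class of cells, because the mouse is the replicate, and the ages were compared with the quasi-likelihood test of edgeR 4.0.16. Levels are given in CPM (counts per 1e6 counts of a mouse) as mean ± SD over mice. For short reads of all LK cells and of HSC-like cells they are scaled by the normalization factors of edgeR, and elsewhere they are not.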

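The cells formed 19 clusters. These took 13 names from lists of marker genes, and 573 cells of 2 clusters stayed unnamed. Procr encodes the endothelial protein C receptor, a surface protein of stem cells. The HSC-like cluster held 328 cells, and 17 of its 17 marker genes were higher in it than in the other cells. Procr had a UMI in 44.8 ± 8.04% (SD, n = 3 mice) of the HSC-like cells of young mice and in 45.6 ± 15.6% (SD, n = 3) of those of aged mice, at a median of 3648.0 and 3609.5 UMIs per cell. In neutrophil-like cells, which should lack the gene and which had medians of 9408.0 and 9527.0 UMIs, the shares were 0.88 ± 1.52% and 0.98 ± 0.96%. Pf4 and Itga2b marked 429 megakaryocyte-like cells, Klf1 and Car1 marked 1104 erythroid-like cells, and Elane and Mpo marked 997 PreGM-like cells. Irf8 and Csf1r marked 932 GMP/monocyte progenitor-like cells. A further 1518 cells were LMPP/MPP-like, 900 were cycling MPP-like and 407 were neutrophil-like. Of the LMPP/MPP-like cells, 933 formed a cluster with 10 of 11 marker genes higher, and 585 formed one with 4 of 11.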

Analysis of this data identified 15 subclusters within a largely continuous LK population, which could be manually annotated based on classical marker gene expression, including haematopoietic stem cell (HSCs) here associated with *Procr* (*Cd201*) expression^15^, as well as intermediate and committed progenitor cells (Fig. 1B, C, Supplementary Data 1). This includes myeloid, megakaryocytic and erythroid lineages, matching the diversity expected from FACS-based phenotypic analysis of the same population^14^. 

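A class of 117 cells had Igkc, Ighm and Jchain as its leading genes and was named B-cell-like. It took 13, 0 and 0 cells from young mice 1, 3 and 5, and 84, 19 and 1 cells from aged mice 2, 4 and 6. Its share of a mouse's cells was 0.26 ± 0.45% (SD, n = 3) at 8 weeks and 2.04 ± 2.58% (SD, n = 3) at 72 weeks, and the ages overlapped (exact permutation test, p = 0.2, two-sided). A macrophage/dendritic cell-like class of 82 cells, led by H2-Aa and Cd74, came from mice 1 and 2 with 28 and 50 cells and from mice 3 to 6 with 3, 1, 0 and 0 cells. The T/NK cell-like class held 27 cells. Mast cell-like cells numbered 938, and 84 cells with Epx and Prg2 were eosinophil-like. Of the mast cell-like cells, 531 and 247 formed clusters led by Prss34, Mcpt8 and Fcer1a, and 160 formed one led by Gzmb, Cma1 and Scin. No class was named for basophils, so mast cells and basophils were not told apart.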

Small numbers of mature B-cells, myeloid cells and mast cells were also observed but were transcriptionally very distinct from the main stem and progenitor cell cluster and most likely represent low-level contamination with mature cells (Supplementary Fig. 1). In order to examine transcriptional diversity in the haematopoietic system at isoform level, we performed long-read PacBio sequencing (IsoSeq) on each of the six cDNA pools generated from the 10X Genomics platform, similar to an approach recently applied in cerebellar cells^12^. This approach, taking advantage of the cell barcoding technology used in 10X Genomics library preparation, enables isoform identification and association with cell populations and individual cells through the integration of long- and short-read data.

A detailed breakdown of the PacBio sequencing statistics is presented in Supplementary Table 1. In brief, PacBio sequencing yielded a total of 17.9 million circular consensus sequencing (CCS) reads with a median read length of 1471 bases (Supplementary Fig. 2A). These reads mapped to an average of 16,427 genes per sample, representing an average of 33,345 transcripts per sample and an average of 31 reads per transcript. 

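The cDNA of each mouse was read in full length in 2 runs, one on a Sequel and one on a Sequel II instrument. The deposited counts are long reads per gene, assigned by the authors with the annotation they deposited. That annotation joins Gencode M24 on GRCm38 with transcripts that TALON 5.0 added from these reads. The counts are given per gene and run, not per isoform or cell. Over 12 runs, 10063858 reads lay on genes. The range was 274522 to 358453 reads in Sequel runs and 962174 to 1833762 in Sequel II runs. The instrument is inferred, as the deposited run names do not give it. Names marked as a second run were read as Sequel II and the others as Sequel. Sequel runs of mice 1 and 2 are named by age alone and were assigned to these mice by elimination. Between 47.6% and 51.9% of a mouse's reads were not counted on any gene. The 2 runs of a mouse were summed, which gave 1236696 to 2112841 reads per mouse, and tested as for short reads. In mice 3 to 6, the Sequel II run was closest to the Sequel run of the same number in 0 of 4 mice. Shares of biotypes, lists of genes and the genes Sult1a1 and Nupr1 are therefore also given for Sequel runs alone, which were closest to the short reads of their own number in 6 of 6 mice.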

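A mouse had at least 1 long read on 13593 ± 190 genes (SD, n = 6 mice). Of the 55478 genes in the deposited annotation, 17221 had a read in any mouse and 11247 had a read in every mouse. The annotation lists 153565 transcripts, and the files hold no count of reads per transcript.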

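An alternative isoform is counted here as a further transcript of the same gene in the deposited annotation, whether or not reads were assigned to it. Of the 17221 genes with a long read, 13387 (77.7%) had at least 2 transcripts. TALON gave a known status to 23570 transcripts and an added status to 11013, and 118982 had none. Of the known ones, 53.2% are protein-coding and 22.8% carry a retained intron. Of the added ones, 8444 are incomplete splice matches, 2180 join known splice sites in another way, 329 use an unannotated splice site and 60 are intergenic.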

Transcript coverage averaged 74% (Supplementary Fig. 2B), and alternative isoforms were detected for 52.3% of genes (Supplementary Fig. 2C), with the majority of transcripts being protein-coding and spread across a variety of gene categories (Supplementary Fig. 2D, E).

Demultiplexing of the long-reads using the short-read cell barcodes enabled 5.8 million CCS reads (32% of the total) to be assigned to individual cells, reflecting other similar studies^12^ with many reads omitted due to incomplete barcode sequencing/detection in the long-read data, as well as long-reads that could not be assigned due to the QC filtration of the short-read data. Using the multi-modal capabilities of Seurat^16^, we integrated short- and long-read datasets enabling annotation of the short-read dataset with isoform-level transcript expression (Fig. 1D) and allowing side-by-side comparison of gene and isoform expression from the respective platforms. A median of 411 reads, corresponding to a median of 292 transcripts, could be assigned per cell (Supplementary Fig. 3, Fig. 1E), with the number of isoforms detected being too low to allow meaningful comparisons at single-cell resolution. However, with 50,000–500,000 long-reads per cluster, scaling with the number of cells per cluster (Fig. 1F), it is possible to visualise isoform usage across the analysed populations and to associate isoform expression with cell-type clusters.

### Alternative splicing in haematopoietic transcription factor networks

We first screened the dataset to identify AS events in key transcription factors (TFs) that regulate cell fate decisions across haematopoiesis using a regulatory network derived from relevant single-cell studies^17^. Our long-read sequencing detected 28 (of 31) TFs in that network (Fig. 2A), including three predominant isoforms of *Lmo2* - *Lmo2-202*, *Lmo2-203* and *Lmo2-208*, each of which encodes a protein differing in length (228, 220 and 158 amino acids, respectively) with progressive truncation from the N-terminus (Fig. 2B). 

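Lmo2 encodes a LIM-domain protein that bridges the transcription factors of blood stem cells. It had 8481 long reads over the 6 mice, at 799 to 934 CPM per mouse. Of 26 network genes listed in the source data of Fig. 2A, 25 had a counted long read and 24 had one in every mouse. Myb followed Lmo2 with 6310 reads and Gata2 with 3708. Hhex had 2 counted reads and Lyl1 0, which does not show absence, as the paper's source data assign them 508 and 1464 reads. Translated from the annotation, Lmo2-203 lacks residues 2 to 9 of Lmo2-202 (IRSLSLAF), and Lmo2-208 lacks the first 70. Lmo2-203 is among the transcripts that TALON reported as known, and Lmo2-208 carries no TALON status. The paper's source data assign 1274 reads to Lmo2-208, 1039 to Lmo2-203 and 536 to Lmo2-202. By cell type, they give Lmo2-208 64.8% of the reads of these isoforms in megakaryocyte and erythroid types (297 of 458), 55.7% in mast cell types and 38.9% in granulocyte-monocyte types.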

The major isoform, *Lmo-208* is ubiquitously expressed, while *Lmo2-202* and *-203* show limited expression in the megakaryocyte and erythroid lineages. Additionally, by screening the data for novel exons, we identified a novel, in-frame variant of *Lmo2* with a 297-bp exon supported by 27 long-reads (Supplementary Fig. 4). 

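The annotation lists 5 known and 9 added transcripts of Lmo2. None of the added ones has an exon of 297 nt (0 exons). Among their exons, 1 overlaps no reference exon. It is 65 nt long and lies on chromosome 2 of GRCm38 from 103969238 to 103969302.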

In human cell lines, long- and short-protein isoforms of *Lmo2* (equivalent to the proteins encoded by *Lmo2-202* and *-203*) have been shown to have distinct functional roles in the formation of TF complexes and regulation of gene expression^18^.

**Fig. 2:**
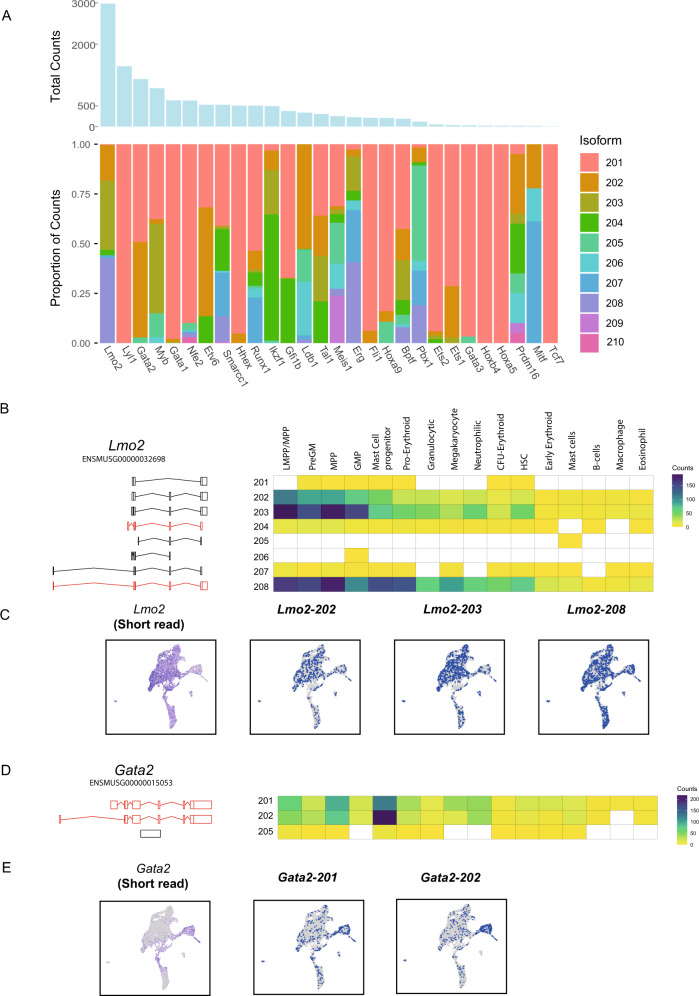
Alternative splicing of haematopoietic transcription factors. **A** Total long-read counts and isoform frequency plot for haematopoietic transcription factors. **B** Cell-type expression of isoforms of *Lmo2*. Transcripts are numbered based on their Ensembl isoform suffix. Transcripts in red encode the same protein sequence, while transcripts in black encode distinct proteins. Transcripts in grey are noncoding. **C** UMAP projection of gene and isoform expression for *Lmo2* in haematopoietic cells. **D** Cell-type expression of isoforms of *Gata2*. Both major transcripts encode the same protein, although the transcript has an alternative 5’ UTR. **E** UMAP projection of gene and isoform expression for Gata2 in haematopoietic cells.

*Gata2* expression, which in our short-read data is restricted to stem and early progenitor cells, mast cell and MkP and erythroid populations, consists of two main isoforms, *Gata2-201* and *Gata2-202* (Fig. 2C). They are translated into the same protein but are differentiated by the usage of distinct distal exons, and have previously been shown to exhibit some lineage-specific expression^19^. Here, both isoforms are most abundant in the mast cell population, with *Gata2-202* showing more restricted expression in this cell type (Fig. 2D, E). 

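Gata2 encodes a zinc-finger transcription factor and had 341 to 407 CPM of long reads per mouse. Gata2-201 has a length of 3571 nt and Gata2-202 a length of 3135 nt, each with 6 exons. The first exon of Gata2-201, of 548 nt, overlaps no exon of Gata2-202, and both encode the same 480 amino acids. Of the reads of these isoforms, the paper's source data give Gata2-202 61.8% in mast cell types (238 of 385) and 33.3% in megakaryocyte and erythroid types (56 of 168).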

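Ldb1 and Tal1 encode partners of Lmo2 in one complex, and Meis1 encodes a homeobox protein of stem cells. Ldb1 had 1583 long reads, at 110 to 183 CPM per mouse. Its transcripts with a known status encode proteins of 375 (Ldb1-202), 319 (Ldb1-205) and 411 (Ldb1-207) residues. Tal1 had 840 reads, and its transcript Tal1-203 encodes 329 residues. Meis1 had 874 reads, at 53.0 to 103 CPM. Meis1-209 lacks exon 12 of the 13 exons of Meis1-201, which is 95 nt long, and the proteins have 465 and 390 residues.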

We also observe the expression of multiple isoforms of *Ldb1* and *Tal1* (Supplementary Fig. 5A, B) and even in transcripts with relatively low long-read counts, such as *Meis1*, we can observe an exon skipping isoform (exon 11), which encodes a functionally distinct protein, equivalent to *MEIS1D* in human^20^ (Supplementary Fig. 5C).

### Alternative splicing and cytokine receptors

Transmembrane proteins can determine the cellular response to its environment, particularly regulatory cytokines. We screened the long-read data for isoform expression of a panel of cytokine receptors (Fig. 3A). Two predominant isoforms of the stem cell factor (SCF) receptor *Kit* (*Kit-201* and *Kit-204*) were observed to be expressed in virtually all cell types (Fig. 3B). These isoforms encode proteins differing in length by 4 amino acids (KGNN) which, when absent, results in the loss of a low-complexity region in the juxtamembrane extracellular region of the protein. 

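Kit had 7127 long reads, at 635 to 809 CPM per mouse. Kit-201 encodes 979 residues, 4 more than Kit-204, and the alignment places these residues (GNNK) after residue 512 of Kit-204. The string KGNN occurs in Kit-201 alone. The paper's source data give Kit-204 57.0% of the reads of both isoforms (374 of 656).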

The human equivalent of these variants has been shown to display distinct signalling activities^21–23^. Four isoforms of *Mpl*, the gene encoding the thrombopoietin (ThPO) receptor^24^, were detectable in both stem cells and megakaryocytes (Fig. 3C, D). The primary isoform, *Mpl-201*, encodes the transmembrane Mpl receptor. *Mpl-202* encodes a shortened version of the protein, lacking eight amino acids in the extracellular domain. *Mpl-204*, which lacks exons 9 and 10 completely, encodes a truncated protein with no transmembrane domain. This isoform is detectable in the stem cell population, and functional studies have indicated that it has an inhibitory role on normal Mpl signalling^24^.

**Fig. 3:**
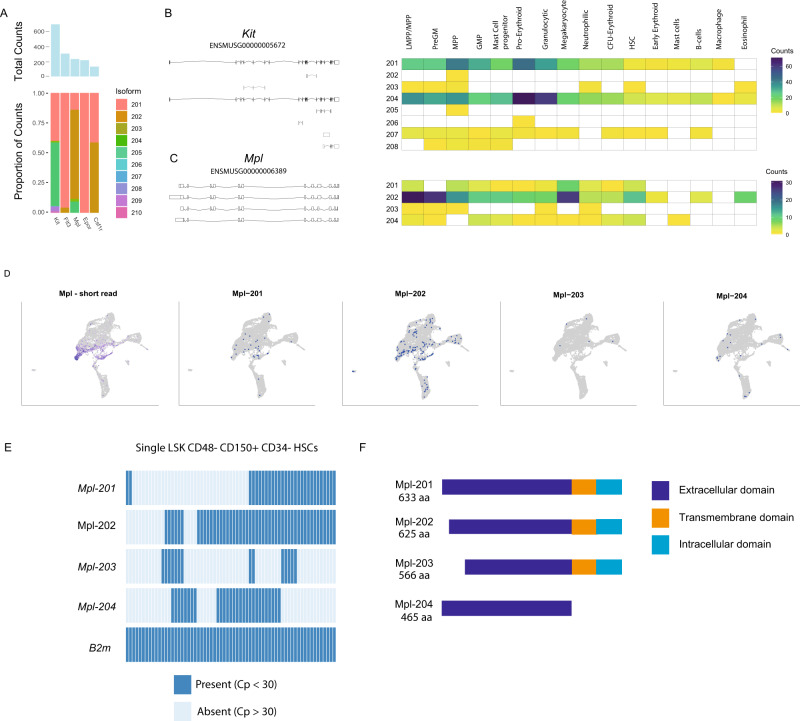
Isoform diversity in haematopoietic cytokine receptors. **A** Total long-read counts and isoform frequency plot for cytokine receptors regulating haematopoiesis. **B** Cell-type expression of isoforms of *Kit*. Transcripts in black encode distinct proteins from the same gene. Those in grey are noncoding. **C** Cell-type expression of isoforms of *Mpl*. Transcripts in black encode distinct proteins from the same gene. Those in grey are noncoding. **D** UMAP projection of gene and isoform expression for Mpl in haematopoietic cells. **E** Detection of *Mpl* isoforms by junction-specific qPCR in individual phenotypic (LSK Cd48− Cd150+ Cd34−) HSCs. Heatmap shows isoform expression in individual cells (columns) of four isoforms of *Mpl*. *B2m* is presented as a positive control. **F** Diagram of the distinct protein structures encoded by the distinct isoforms of *Mpl*.

Using junction-targeting qPCR, we examined the distribution of Mpl isoforms in single FACS-isolated HSCs (LSK Cd150+ Cd48− Cd34−) (Fig. 3E). This demonstrated that individual HSCs frequently express more than one isoform, and in some cases, three or four isoforms could be detected in the same single cell. *Mpl-202* is the most common isoform but is frequently co-expressed with *Mpl-204* and also occasionally with *Mpl-203*. The observation that individual HSCs can express more than one transcript encoding distinct protein isoforms (Fig. 3F) of this key cytokine receptor suggests a way in which ThPO signalling could regulate in the functionally heterogeneous or lineage-primed stem cell pool. This highlights the critical need to understand not just gene but also isoform expression in single-cell studies.

### Signatures of ageing

We integrated short- and long-read data to reveal age-associated signatures in cell type abundance, gene and isoform expression. 

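The abundance of a cell type was taken as its share of the LK cells of each mouse. HSC-like cells made up 1.15%, 1.70% and 1.36% of the cells of young mice 1, 3 and 5, and 4.21%, 9.07% and 3.67% of those of aged mice 2, 4 and 6. The means were 1.40 ± 0.28% (SD, n = 3) and 5.65 ± 2.97% (SD, n = 3), a difference of 4.25 percentage points and 4.03-fold. Each aged mouse lay above each young mouse (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Counting the cells of each class with edgeR gave a log2 fold change of 2.01 (standard error 0.52, unadjusted p = 0.00567, adjusted p = 0.0793 over 14 classes). Without aged mouse 4 the difference was 2.81-fold. In the other classes the ages overlapped, with exact permutation p from 0.2 to 1.0. LMPP/MPP-like cells made up 16.8 ± 1.32% at 8 weeks and 18.7 ± 2.08% at 72 weeks, megakaryocyte-like cells 5.30 ± 2.62% and 5.67 ± 1.62%, and erythroid-like cells 15.7 ± 9.16% and 10.8 ± 3.39%. At 3 mice per age, a difference within these spreads was not detectable.

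**Figure D1:**
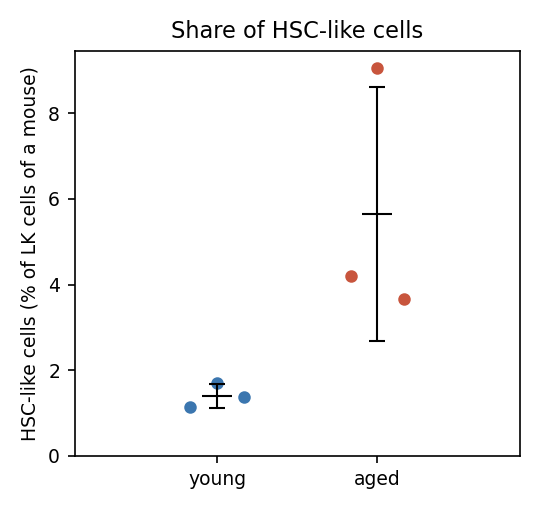
Share of HSC-like cells among the LK cells of each mouse (%) by age, with 1 point per mouse and the mean ± SD of 3 mice. The young mice sit between 1.15% and 1.70% and the aged mice between 3.67% and 9.07%.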

While the majority of cell type abundances were unchanged between 8- and 72-week-old mice, there was an increased abundance of phenotypic LT-HSCs (Fig. 4A–C) in keeping with previous findings based on stem cells defined by protein marker expression (Lineage negative, Sca-1 positive, cKit positive (LSK) Cd34− Cd48− Cd150+ cells)^25^.

**Fig. 4:**
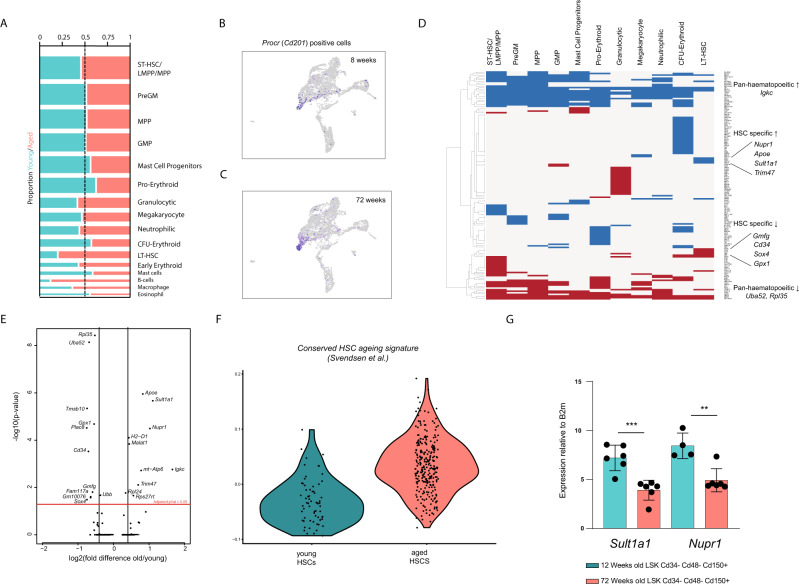
Signatures of ageing in haematopoietic stem and progenitor cells. **A** Frequency of cells per cluster between young and aged mice. **B**, **C** UMAP showing *Procr* expressing cells (HSCs) in young and aged mice, respectively. **D** Differential expression for each cluster, based on short-read data. Data are presented as a heatmap of fold-change values, where blue is upregulated with age and red is downregulated with age. **E** Differential expression in the HSC cluster. **F** Upregulation of aged HSC gene expression signature (from Svendsen et al.^26^) in cells from the aged HSC cluster. **G** qPCR confirmation of *Sult1a1* and *Nupr1* upregulation in individual aged phenotypic (LSK Cd48− Cd150+ Cd34−) HSCs (*** indicates *p*-value < 0.001, ** indicates *p*-value < 0.005).

To identify transcriptional signatures associated with ageing across the haematopoietic hierarchy, we performed differential gene expression analysis in each subpopulation using the short-read sequencing data (Fig. 4D). 

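With the mouse as the replicate, edgeR called 0 of 12302 genes between ages in all LK cells, while 371 had an unadjusted p under 0.05 and DESeq2 1.42.0 called 12, all higher in aged mice. In HSC-like cells, edgeR called 0 of 1344 genes, 75 had an unadjusted p under 0.05, and DESeq2 called 3 (Nupr1, Sult1a1 and Apoe), all higher. Over 10 classes, edgeR called 1 gene, Aldh1a1 in megakaryocyte-like cells, named here, like Ube2c, after its values were seen. It encodes a retinal dehydrogenase and was higher in aged mice by a log2 fold change of 1.99 (standard error 0.27, adjusted p = 0.0256). In the other 9 classes edgeR called 0 genes, with 58 to 348 at an unadjusted p under 0.05, and DESeq2 called 2 in LMPP/MPP-like cells. In megakaryocyte-like cells DESeq2 called Aldh1a1 and also Ube2c, which encodes a ubiquitin-conjugating enzyme of mitosis and was lower in aged mice (log2 fold change -1.48, adjusted p = 0.00774). On data simulated at this size, edgeR found 86.4% of 4-fold and 38.5% of 2-fold changes in all LK cells, and 98.5% and 34.4% in HSC-like cells. Of its calls there, 10.5% and 3.16% were false, against 21.4% and 4.71% for DESeq2. The simulation changed 67 genes 1.5-fold, 67 genes 2-fold and 66 genes 4-fold, among 12302 genes in LK cells but 1344 in HSC-like cells. The larger share changed in HSC-like cells eases the adjustment, so the recovery may be too high for the real data. There, Sult1a1 and Nupr1 had log2 fold changes of 2.40 and 2.20 and did not pass in edgeR. The 0 calls therefore do not exclude 4-fold changes. Mice 1 and 2, one of each age, differed from the other 4 mice in 503 of 12775 genes. With a term for mice 1 and 2, chosen after the values were seen, edgeR called 4 genes in all LK cells and 1 in HSC-like cells. It called 6 in GMP/monocyte progenitor-like cells, 5 each in cycling MPP-like and megakaryocyte-like cells, and 2 in mast cell-like cells. In LMPP/MPP-like, PreGM-like, erythroid-like and neutrophil-like cells it called 3 each.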

We observed downregulation of genes encoding the cytosolic ribosomal components *Rpl35* and *Uba52* in stem cells and all progenitors and upregulation of the immunoglobulin kappa chain (*Igkc*) throughout the haematopoietic system. 

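Rpl35 encodes a protein of the large ribosomal subunit, and Igkc encodes the constant part of the kappa light chain of antibodies. In all LK cells, Rpl35 was at 5090 ± 2113 CPM in young and 3341 ± 650 CPM in aged mice (SD, n = 3 each), a log2 fold change of -0.61 (standard error 0.33, adjusted p = 1.00 from edgeR). It had a negative log2 fold change in 10 of 10 classes, from -0.60 to -0.39, and passed the test in 0. Young mouse 5 lay below aged mouse 2 in 9 of them. Over the 90 cytosolic ribosomal genes tested in all LK cells the median log2 fold change was -0.15, and 10 were positive. The set test camera with a preset correlation gave an adjusted p of 7.35e-06, and with the correlation estimated from the data 0.874. In HSC-like cells, 64 of 84 ribosomal genes were positive (median 0.08, adjusted p = 0.190 with the preset and 0.900 with an estimated correlation). Igkc was positive in 10 of 10 classes, from 2.97 to 4.49, and passed in 0 of them. Its adjusted p ran from 0.672 to 1.00, with young mouse 1 above aged mouse 4 in 9 classes. Over the classes, Igkc was at 1840 CPM or more in aged mouse 2 and at most 258 in young mouse 1. Aged mice 4 and 6 had at least 161 and 53.8 CPM, and young mice 3 and 5 at most 11.2 and 28.7. Adding the term for mice 1 and 2, chosen after the values were seen, edgeR called Igkc in HSC-like cells (log2 fold change 3.62, adjusted p = 0.0036). From its own differential expression analysis, the paper states that Rpl35 declines in stem cells and all progenitors while Igkc increases throughout the system.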

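A list of 30 genes reported to be higher in aged mouse HSCs was written before the deposited counts were examined, when Supplementary Data 3 and the values in the paper's figures had been seen. It is not the curated set that the paper cites, and some of its genes also appear in Supplementary Fig. 6. Supplementary Data 3 holds age differences from these same HSCs. The choice of genes could follow them, so tests of the list in these mice are not independent evidence. In HSC-like cells, 8 of the 30 had enough counts to test. All 8 had a positive log2 fold change (median 1.44), 8 passed when adjusted over the list alone and 0 when adjusted over all genes. In 6 of the 8 the ages did not overlap, each time with the aged mice above. Chance keeps the ages apart in either direction in 10% of genes, but only for genes chosen without sight of the age differences. The set test gave an adjusted p of 3.93e-19 with the preset correlation and 0.0623 with an estimated one. Mitochondrially encoded genes, which track RNA quality, were also mostly positive in these cells (6 of 7, median 0.32). Their adjusted p was 0.0468 with the preset and 0.480 with an estimated correlation. Over all its cells, aged mouse 6 had a median mitochondrial share of 2.00%, against 0.70% to 0.93% in the other mice. Whether this bears on the list was not tested. Over all LK cells, 24 of 25 tested genes of the list were positive (median 0.82), 13 passed when adjusted over the list alone, and 0 over all genes. The set's adjusted p was 1.57e-36, and 0.145 with an estimated correlation. Its leading genes there were Nupr1, Plscr2 and Clec1a, with log2 fold changes of 3.05, 3.58 and 2.51 and an adjusted p of 0.572 each. DESeq2 called each of them (adjusted p = 1.57e-10, 1.60e-05 and 0.0016). So did edgeR with the term for mice 1 and 2, chosen after the values were seen (adjusted p = 0.0099, 0.0176 and 0.0277). The values over all LK cells also carry the larger share of HSC-like cells in aged mice. In long reads, 4 of 18 tested genes of the list were positive (median -0.14, adjusted p = 0.113 with the preset and 0.979 with an estimated correlation), a sum that includes Sequel II runs with labels in doubt. In Sequel runs alone, 3 of 5 were positive (median 0.11, adjusted p = 0.445 with the preset and 0.799 with an estimated correlation).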

To further explore the transcriptional response to ageing, we performed a comparison of the gene expression signature of young and aged HSCs with that from a curated database of HSC ageing genes^26^ showed that the signature from 220 ageing-associated genes was enriched for in our aged HSCs (Fig. 4F) with a general trend of the proportional increase of cells expressing the top 12 most consistent aged HSC marker genes (Supplementary Fig. 6). 

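Sult1a1 encodes a phenol sulfotransferase and Nupr1 a small stress-response protein that binds chromatin. The HSC-like class held 19, 26 and 13 cells in young mice 1, 3 and 5. It held 71, 174 and 25 cells in aged mice 2, 4 and 6. Levels in young mice thus rest on few cells, and their SD need not reflect the counting error. In HSC-like cells, Sult1a1 was at 98.4 ± 7.83 CPM in young mice and 493 ± 272 CPM in aged mice (SD, n = 3 each). Its log2 fold change was 2.40 (standard error 0.45, adjusted p = 0.199 from edgeR). Nupr1 was at 118 ± 96.6 and 522 ± 153 CPM, a log2 fold change of 2.20 (standard error 0.44, adjusted p = 0.199). For both genes, every aged mouse lay above every young mouse (exact permutation test, p = 0.1). Neither passed the edgeR test over all genes, and DESeq2 called both. Trim47, which encodes a ubiquitin ligase, had a log2 fold change of 1.66 (standard error 0.35, adjusted p = 0.201). Igkc was at 118 ± 173 CPM in young and 1420 ± 2144 CPM in aged mice. Its log2 fold change of 3.79 had a standard error of 1.31 (adjusted p = 0.672), and the ages overlapped (exact permutation test, p = 0.3). With a term for mice 1 and 2, edgeR called Igkc in these cells.

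**Figure D2:**
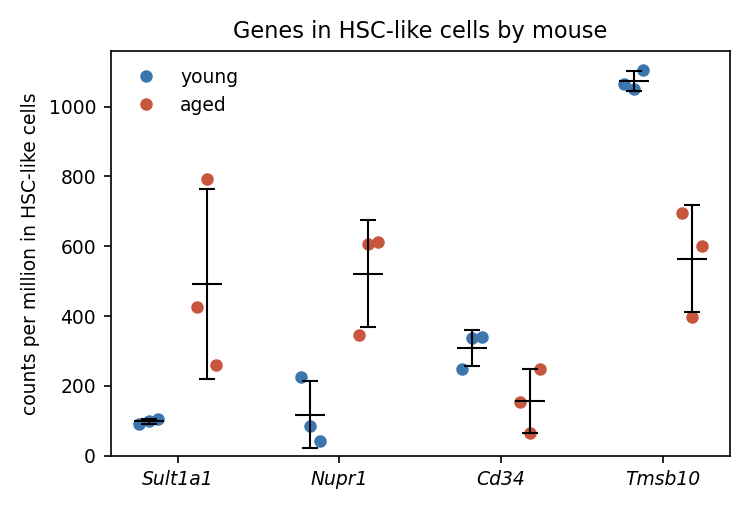
CPM of Sult1a1, Nupr1, Cd34 and Tmsb10 in the HSC-like cells of each mouse, with 1 point per mouse and the mean ± SD of 3 young or 3 aged mice. For Sult1a1 and Nupr1 each aged mouse lies above each young mouse, and for Tmsb10 each aged mouse lies below.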

We observed age-associated upregulation of HSC-specific genes including *Sult1a1* and *Nupr1* in addition to pan-haematopoietic upregulated genes including *Igkc*. 

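Tmsb10 encodes an actin-binding thymosin, Cd34 a surface sialomucin of progenitors, Plac8 a small cysteine-rich protein and Gpx1 a glutathione peroxidase. In HSC-like cells, Tmsb10 was at 1074 ± 28.5 CPM in young and 565 ± 153 CPM in aged mice (SD, n = 3 each), a log2 fold change of -0.95 (standard error 0.25, adjusted p = 0.484 from edgeR). Cd34 was at 309 ± 51.4 and 156 ± 91.4 CPM, a log2 fold change of -1.31 (standard error 0.44, adjusted p = 0.672). Plac8 was at 787 ± 74.2 and 459 ± 206 CPM, a log2 fold change of -0.84 (adjusted p = 0.781). For these 3 genes the exact permutation p was 0.1. The ages overlapped for Gpx1 and Rpl35. Gpx1 was at 1905 ± 324 and 1334 ± 465 CPM (exact permutation p = 0.2) and Rpl35 at 5863 ± 2497 and 4469 ± 1337 CPM (p = 0.4, exact). No gene of these 5 passed in edgeR or DESeq2 (0 of 5). Supplementary Data 3 compares young and aged HSCs. When cells were pooled by age, 21 of its 21 genes had the sign it gives and 20 lay within 0.1 of its natural log fold change.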

We also observed downregulation of *Rpl35*, *Uba52*, *Tmsb10*, *Gpx1*, *Plac8* and *Cd34* (Fig. 4E, Supplementary Data 3). 

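Restriction to stem cells was measured as the share of cells with at least 1 UMI. In HSC-like cells, the young shares rest on 19, 26 and 13 cells of mice 1, 3 and 5. In HSC-like cells, Sult1a1 had a UMI in 18.1 ± 4.33% of the cells of young mice and 53.8 ± 17.9% of those of aged mice, and Nupr1 in 17.8 ± 7.67% and 60.0 ± 16.2% (SD, n = 3 each, exact permutation p = 0.1 for both). Neutrophil-like cells, with a median of 9464.0 UMIs against 3609.5 in HSC-like cells, had Sult1a1 in 0.37 ± 0.65% and 0.34 ± 0.58% and Nupr1 in 0.0% and 2.49 ± 1.32%. With cells thinned to 2000 UMIs, the shares in HSC-like cells were 9.05 ± 2.35% and 40.8 ± 15.5% for Sult1a1 and 12.3 ± 5.02% and 45.5 ± 13.6% for Nupr1 (exact permutation p = 0.1 for both). At 1000 UMIs, the ages overlapped for Sult1a1 (11.7 ± 6.78% and 23.9 ± 14.6%, p = 0.3, exact) and not for Nupr1 (7.83 ± 7.90% and 27.8 ± 8.14%). Of all cells with a Sult1a1 UMI, 24 came from young and 231 from aged mice, and 10 and 172 of these were HSC-like. Nupr1 had a UMI in 55 and 340 cells, of which 10 and 155 were HSC-like. Outside that class, Nupr1 had a UMI in 6.47% of young and 17.1% of aged megakaryocyte-like cells and in 1.13% and 8.12% of LMPP/MPP-like cells, above its share in neutrophil-like cells. Megakaryocyte-like cells had a median of 6646.0 UMIs. Thinned to 2000 UMIs, they had Nupr1 in 3.64 ± 3.35% and 8.73 ± 4.04% (p = 0.2, exact). LMPP/MPP-like cells at that depth had it in 0.23 ± 0.40% and 4.38 ± 1.58%, and the ages did not overlap (p = 0.1, exact). Their shares at 1000 UMIs were 0.37 ± 0.38% and 1.65 ± 1.32% (p = 0.2, exact). Sult1a1 reached 0.57% and 2.46% of LMPP/MPP-like cells. Procr, the marker of stem cells, had a UMI in 5.60 ± 0.91% of young and 9.41 ± 4.96% of aged LMPP/MPP-like cells (p = 0.1, exact). In megakaryocyte-like cells its shares were 0.0% and 1.09 ± 0.96% (p = 0.4, exact). Whether stem cells placed in the LMPP/MPP-like class carry its Nupr1 share was not tested.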

*Sult1a1* and *Nupr1* are highly restricted to the LT-HSC population and are indeed almost exclusively expressed in aged LT-HSCs (Fig. 4E–G), and this increase in expression was confirmed in FACS-purified HSCs (LSK Cd34− Cd48− Cd150+) from young and aged mice by qPCR (Fig. 4G). 

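Long reads of both genes were few. Nupr1 had 53 reads over all runs. In Sequel runs it had 0, 0 and 0 reads in young mice 1, 3 and 5, and 4, 4 and 6 in aged mice 2, 4 and 6. In Sequel II runs it had 5, 11 and 15 reads in the young and 6, 2 and 0 in the aged mice, but the labels of the Sequel II runs of mice 3 to 6 are in doubt. Over both runs Nupr1 was at 6.38 ± 3.69 and 4.52 ± 0.65 CPM (exact permutation p = 0.5). Sult1a1 had 3, 3 and 45 reads in the young and 28, 16 and 9 in the aged mice over both runs, or 10.7 ± 15.7 and 10.8 ± 4.49 CPM (SD, n = 3 each), a log2 fold change of 0.04 (standard error 0.85, adjusted p = 1.00 from edgeR). All 45 reads of young mouse 5 come from its Sequel II run, whose label is in doubt, so the sum over runs gives no firm direction. Without young mouse 5 the log2 fold change was 2.64, without young mouse 1 it was -0.53, and in Sequel runs alone the ages had 0.99 and 26.2 CPM (exact permutation p = 0.1). Sult1a1-201 encodes 263 residues and is the only transcript of the gene with a TALON status, as known. Sult1a1-203 (188 residues) and Sult1a1-202 (298 residues) are in the annotation without one. Reads per isoform are not in the deposited counts.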

While *Nupr1* was not detected in the long-read data, the *Sult1a1-203* isoform was the predominant isoform detected, encoding a 188 aa variant of the Sult1a1 protein.

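Each long read on a gene was assigned to the biotype of that gene, so a retained intron in a read of a coding gene is not seen. Long noncoding RNA (lncRNA) genes took 6.87 ± 2.99% of the reads of young mice and 6.13 ± 0.87% of those of aged mice (SD, n = 3 each, exact permutation p = 0.9, two-sided). In Sequel runs alone the shares were 6.01 ± 0.46% and 7.79 ± 2.62% (exact permutation p = 0.3). Gm26917 alone held 71.8% of the lncRNA reads. Immunoglobulin V pseudogenes took 0.00014 ± 0.00015% and 0.00029 ± 0.00032% (p = 0.7, exact). These shares stand for 23 reads in 15 of the 158 annotated V pseudogenes, and without aged mouse 2 the difference was -2e-05 percentage points. Other pseudogenes took 0.393 ± 0.079% and 0.384 ± 0.064% (p = 0.9, exact) and protein-coding genes 91.2 ± 3.17% and 91.8 ± 0.81%. Immunoglobulin genes took 0.114 ± 0.078% and 0.397 ± 0.617% (p = 0.9, exact), a difference that was -0.0730 points without aged mouse 2. Over both runs, the ages separated in 0 of these 5 groups. In Sequel runs alone, protein-coding genes took 91.9 ± 0.593% and 89.6 ± 2.24%, with each aged mouse below each young mouse (p = 0.1, exact). Immunoglobulin genes took 0.0519 ± 0.0658% and 0.490 ± 0.630% there (p = 0.2, exact). Without them the coding share was lower in aged mice by 1.91 points, and the ages overlapped (p = 0.2, exact). V pseudogenes took 0.0001 ± 0.00017% and 0.00058 ± 0.00052% of the Sequel reads (p = 0.4, exact).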

A global comparison of the long-read data from young and aged mice showed an age-associated increase in the expression of noncoding transcripts, including IgV pseudogenes, lncRNAs and transcripts with retained introns (Supplementary Fig. 7). This is consistent with observations that an increased frequency of intron retention has been identified as a signature of ageing in fruitfly, mouse and human^27–29^.

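Igkc was measured in all cells outside the B-cell-like class, where it was at 202, 7.10 and 20.6 CPM in young mice 1, 3 and 5 and at 3542, 305 and 84.0 CPM in aged mice 2, 4 and 6. The means were 76.5 ± 109 and 1310 ± 1936 CPM (SD, n = 3 each). The log2 fold change was 4.02 (standard error 1.59, unadjusted p = 0.0356, adjusted p = 1.00 from edgeR), and the ages overlapped (exact permutation p = 0.2). Without aged mouse 2 it was 1.35, and without young mouse 1 it was 6.47. Adding a term for mice 1 and 2, chosen after the values were seen, gave 3.92 (standard error 0.51, adjusted p = 0.0887 from edgeR). Young mouse 1 lay above aged mice 4 and 6 in 9 of 9 classes once cells with at least 100 Igkc UMIs were set aside. In HSC-like cells a UMI was seen in 24.9 ± 33.2% of the cells of young and 57.2 ± 40.3% of those of aged mice, and in neutrophil-like cells in 34.1 ± 46.5% and 73.4 ± 31.0%. The medians were 3609.5 and 9464.0 UMIs per cell. In long reads, the Igkc gene (chromosome 6 of GRCm38, 70726435 to 70726966, 1 exon of 532 nt) was listed at 0. Its exon is shared by transcripts filed under the lncRNA gene Gm30211, and 8 of the 8 transcripts added there join it to a V and a J segment. Gm30211 had 32208 reads. Immunoglobulin genes held 29610 reads, and V pseudogene reads came to 0.0776% of that number. Reads in the source data of Fig. 5C, which are the paper's, number 211 in the HSC cluster and came from 8 runs, with 77.7% from 1 run.

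**Figure D3:**
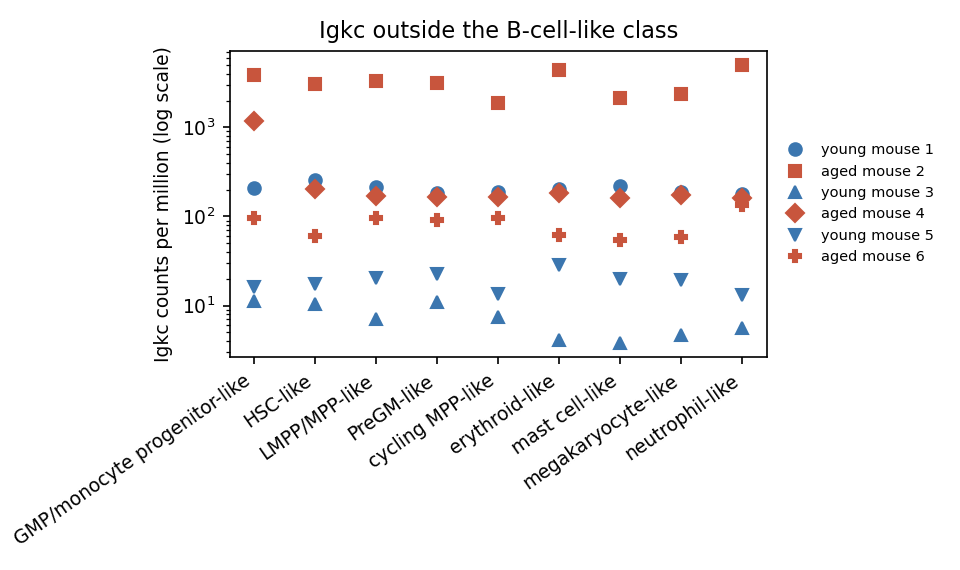
Igkc CPM (log scale) in each class outside the B-cell-like class, with 1 point per mouse and class, all cells included. Aged mouse 2 lies highest in every class shown, and young mouse 1 lies above aged mouse 6 in every class shown.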

Following the observation that *Igkc* transcripts were upregulated throughout the myeloid progenitor populations and even transcriptionally phenotypic HSCs (Fig. 5A, B), we used the long-read data to determine that these molecules are VJ-recombined *Igkc* transcripts (Fig. 5C, Supplementary Fig. 8), and distinct from IgV pseudogenes (which account for only 1% of immunoglobulin reads sequenced).

**Fig. 5:**
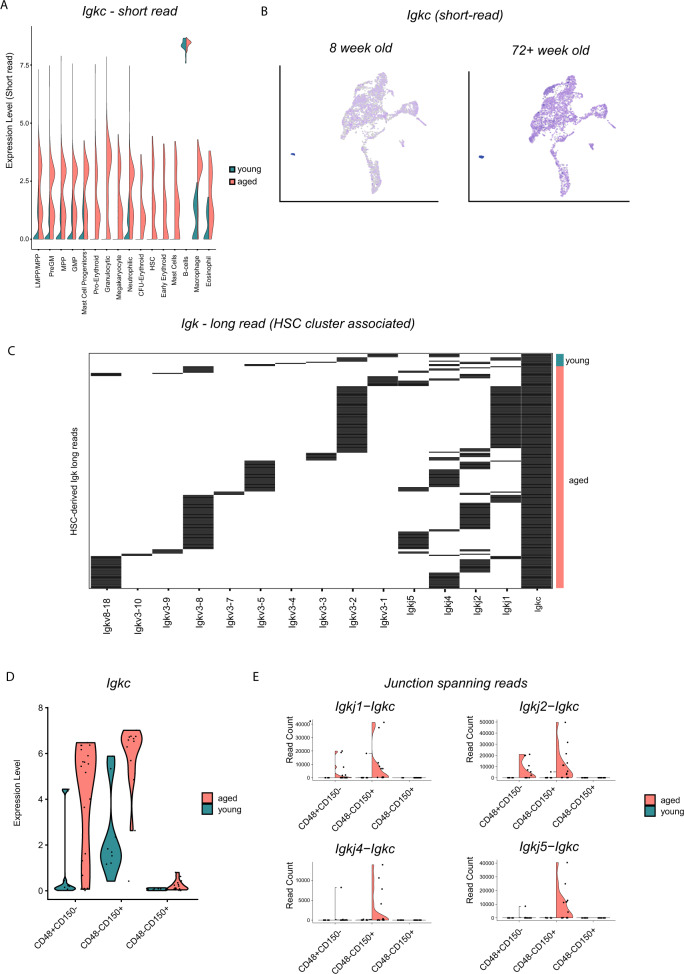
Expression of rearranged Immunoglobulin light chain Kapa (*Igkc*) in aged stem and progenitor cells. **A** *Igkc* expression in short-read profiling of Lin− cKit+ haematopoietic subclusters, split by age. **B** UMAP projection of Igkc expression in short-read profiling of Lin− cKit+ haematopoietic cells, split by age. **C** Observation of full-length, VJ-recombined *Igk* transcripts in long-reads derived from the HSC cluster alone. Data are shown as a heatmap of long-reads (rows) with the presence of V and J regions (columns) indicated in black. **D** Expression of *Igkc* in phenotypic haematopoietic and stem and progenitor cells from young and aged mice. **E** *Igkc-J* region junctions in phenotypic haematopoietic stem and progenitor cells from young and aged mice.

To further investigate this, we confirmed the expression of *Igkc* in FACS-isolated pools of LSK Cd48− Cd150+ HSCs, LSK Cd48+ Cd150− cells (predominantly LMPPs) and LSK Cd48+ Cd150+ (early multipotent progenitors) (25 cells per pool) using Smart-seq2 and short-read Illumina sequencing. Here we observed upregulation in cells from aged mice, with slightly increased expression in phenotypic HSCs but more dramatic increases in the progenitor populations (Fig. 5D) with a similar pattern for reads spanning *Igkc* and J-unctions (Fig. 5E), although the detection of junction spanning reads using short-read sequencing is challenging—in contrast to the long-read sequences where the junction detection is unequivocal. A similar pattern was observed for the *Igh* heavy chain (Supplementary Fig. 9C, D). Representative FACS plots for sorted populations are shown in Supplementary Fig. 10.

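Free RNA in the droplets leaves UMIs in cells that do not express a gene, and within a sample 1 source keeps its genes' counts in 1 ratio in every type. B-cell-like cells of aged mouse 2 had Jchain, which encodes the joining chain of secreted antibodies, at 7.65 UMIs per 100 of Igkc. In 12 other classes of that mouse, the 1588 cells with fewer than 100 Igkc UMIs held 2052 Jchain UMIs where this ratio gives 1738, or 1.18 times as many (95% interval 1.13 to 1.23). The lowest class was at 0.776 times. The same quotient was 0.997 (0.873 to 1.14) in young mouse 1 and 0.766 (0.661 to 0.883) in aged mouse 4. Young mice 3 and 5, which had 0 B-cell-like cells, had 35.0 and 45.6 Jchain UMIs per 100 of Igkc, from 21 and 68 Jchain UMIs. For Cd79a, which encodes a part of the B-cell receptor, the ratio gives 19.1 UMIs in the 1588 cells of aged mouse 2. This is 12.0 UMIs per 1000 cells. In the 1588 cells, 11 were seen (0.576 times, 0.288 to 1.03). At a level that low, few cells would show a UMI of such a gene. The B-cell-like class held 91.8% of all Igkc UMIs. For a correlation, the Igkc level outside the class was taken in cells with fewer than 100 Igkc UMIs. Over the 6 mice, this level and the percentage of B-cell-like cells had a Pearson r of 0.991 (exact permutation p = 0.0056). Their Spearman rho was 0.928 (exact permutation p = 0.0222). Both p were the same after adjustment for 2 relations, and r was 0.979 without mice 2 and 4, the farthest from the median.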

As non-lymphoid immunoglobulin transcript expression could have arisen from contaminating cells or molecules, we investigated B-cell lineage genes in the short-read data (Supplementary Fig. 11), and Cd45 isoform expression in the long-read data (Supplementary Fig. 11G) confirmed that no B-cell markers were promiscuously expressed throughout the data, nor increase in Cd45r (typically associated with B-cells) detection in cDNA from the aged mice. This indicates that the immunoglobulin molecules detected in these experiments are highly likely to have originated from non-lymphoid committed cells, including myeloid progenitor populations and potentially even transcriptionally phenotypic HSCs.

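Cells with at least 100 Igkc UMIs outside the B-cell-like class numbered 8 of 8319 and held 40.1% of the Igkc UMIs there, and the other 59.9% lay in cells with fewer. The lowest B-cell-like cell had 1156. Of the spread of the Igkc level in cells with fewer than 100 Igkc UMIs, on a log scale, 98.4% lay between mice and 0.2% between 9 classes. From finding no B-cell markers expressed throughout its short reads, and no increase of Cd45r in the cDNA of aged mice, the paper proposes that these molecules very likely came from cells not committed to the lymphoid lineage. It also reports more Igkc, and more reads across its J junctions, in sorted stem and progenitor pools of aged mice. Those pools were not analysed here.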

## Discussion

A complete understanding of transcriptional cellular heterogeneity requires an understanding of the isoform-level expression of genes. The integration of short- and long-read sequencing approaches for single-cell RNA-seq enables the annotation of cells and cell types with isoform-level expression information and thus reveals an additional layer of complexity in cellular transcriptional and functional phenotypes. Here, we integrate these approaches to annotate heterogeneous populations of haematopoietic cells with isoform-level information, revealing that many genes, including key regulators of haematopoiesis, are expressed as multiple—often functionally distinct—isoforms. This approach also enables the integration of previously unannotated isoforms into reference transcriptomes to allow a more accurate annotation of cell-type-specific isoform expression and a better understanding of the contribution of isoform dynamics to cellular function.

Short-read analysis of a typical 10X Genomics experiment measures just 1–3000 genes per cell (~15,000 molecules per cell) representing about 10% of an average cell’s transcriptome (assuming 200,000 mRNA molecules comprising 5–15,000 genes^30^, and thus ~10% of the cell’s transcriptome is “read” in a standard 10X genomics experiment. Our long-read sequencing measures a median of 292 transcripts per cell (from a median of 411 reads per cell), which is approximately 1.5% of the transcripts present within a hypothetical cell. In the course of our and other^12^ analyses of single-cell long-read data, many reads are discarded due to incomplete capture of the cell barcode, and thus, only ~30% of reads can be assigned to single cells, which is a significant limitation of the approach as it currently exists.

We would estimate that without further technical improvement, 100 times more sequencing would reveal the true extent of transcript diversity per cell. This is presently not practical, and methods for more detailed and focussed analysis of smaller numbers of (e.g., FACS isolated) cells are required. In the present case, we use this approach to annotate cell populations with isoform information and to inform single-cell resolution analysis by qPCR of a single gene, but methods which capture global isoform diversity at single-cell resolution would be highly desirable.

With this approach, we demonstrate that over half the genes detected in a standard single-cell analysis of the haematopoietic hierarchy are actually present as multiple isoforms, including transcription factors and transmembrane receptors with key roles in haematopoietic differentiation. Complexes such as Lmo2/Gata2/Ldb1/Tal1 may be readily subject to regulation through isoform expression, with distinct protein isoforms having distinct roles within the overall complex. The finding that many of the transcription factors comprising established networks are present as multiple isoforms suggests an additional layer of complexity that should be taken into account, for example, when building gene regulatory networks from single-cell expression data.

Similarly, it may be that alternative splicing events underlie how phenotypically highly similar cells respond differently to extrinsic signals. We detected multiple isoforms of the transcript encoding the ThPO receptor Mpl, a key regulator of stem cell maintenance and megakaryocyte differentiation, and identified that these isoforms, with functionally distinct protein products, are heterogeneously expressed in phenotypic HSCs. We demonstrate that single HSCs often express more than one isoform of *Mpl*, with each isoform potentially having antagonistic responses to ligand binding. Functional heterogeneity in isoform expression/co-expression could potentially have a critical role in how individual HSCs respond to ThPO, and it would be of considerable interest to understand the role this might play in both steady-state and stress haematopoiesis.

The integrated analysis of short- and long-read data further allowed the identification of multiple signatures of haematopoietic ageing. Here, we have used 7-week-old mice as young and >72-week-old mice as aged, which most likely represents an early rather than an extreme ageing phenotype. Consistent with previous reports, we observe an expansion of a transcriptionally phenotypic HSC population with ageing, while other cell populations remain largely unchanged, and using a compilation of existing studies of HSC ageing, we confirm that the aged cells here express a signature of HSC ageing and that this signature is restricted to HSCs within the LK population. Although *Sult1a1* and *Nupr1* have previously been observed to be upregulated in aged HSCs, we here demonstrate that their expression is exclusive to HSCs and not seen elsewhere in the haematopoietic hierarchy. The genes encoding Nupr1 and Sult1a1 are co-localised in a 50 kb region of chromosome 7, and their elevated expression has previously been shown to be associated with an age-related increase in the H3K4me3 chromatin mark in HSCs^31^. 

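Nupr1 lies on chromosome 7 of GRCm38 from 126623249 to 126630861 and Sult1a1 from 126672865 to 126676432 in the deposited annotation. The gap between them is 42004 bp, and both lie within 53183 bp.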

*Sult1a1* encodes for a sulfotransferase which acts on substrates including hormones and neurotransmitters, and *Nupr1* has a regulatory role in cell proliferation and apoptosis, but neither has a described functional role in haematopoiesis^31,32^.

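The deposited long-read counts allow a test of genes, not of isoforms. With both runs summed, edgeR called 0 of 9244 genes between ages, 154 had an unadjusted p under 0.05 and DESeq2 called 0. On simulated data of this size, edgeR found 97.0% of 4-fold and 30.8% of 2-fold changes, and 7.00% of its calls were false. Without a filter on low counts it called 60 genes, 47 higher and 13 lower in aged mice. Most of these are immunoglobulin genes. Gm30211 and Jchain are also among them and were highest in aged mouse 2, at 13525 and 2872 CPM. The other mice had at most 1326 and 319 CPM. Gm30211 had an adjusted p of 1.25e-41 from edgeR without the filter, although the ages overlapped (exact permutation p = 0.9). These 60 calls therefore do not track the spread between mice and carry little weight. The labels of the Sequel II runs of mice 3 to 6 limit this comparison, since the counts of each run were kept under the mouse it is labelled with. The paper states that isoform usage was stable between ages at the resolution it could reach.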

Although there was a clear transcriptional response to ageing, both in HSCs and the wider haematopoietic hierarchy, the usage of isoform was remarkably stable at the resolution analysed here. We observed no specific changes in isoform expression between young and aged mice but the long-read data did show marginally increased expression of lncRNAs. Highly tissue-specific changes in lncRNA expression in aged human tissues have been reported^33^, and abnormally elevated expression of some lncRNAs seems to relate to telomere shortening and senescence^34^. Similarly, an overall increase in intron retention was observed; however, neither signature was specific to any particular gene or lncRNA, indicative of global dysregulation rather than a specific functional response.

The combined use of short- and long-read sequencing enabled the detection of *Igkc* upregulation in aged haematopoietic cells, including transcriptionally phenotypic myeloid progenitors and even HSCs. This was highly unexpected but perhaps not without precedent. Previous work has shown that unrecombined *Igkc* transcripts are expressed in aged LT-HSCs possibly as a result of epigenetic dysregulation^35^, and a recent scRNA-seq study of HSC ageing also detected *Igkc* as the most upregulated transcript with ageing^36^ (Supplementary Fig. 12A). Interestingly, a reanalysis of the Chambers et al.^35^. data in the ageing database described in Svendsen et al.^26^. showed that many *Igkv* loci were upregulated in aged HSCs (Supplementary Fig. 12B), and *Igkc* and *Igv1* expression was also observed to be upregulated in microarray analysis of gene expression in vWF+ platelet-biased HSCs when compared with vWF- HSCs^37^ (Supplementary Fig. 12C). Thus, there is precedent for the aberrant expression of Igkc in ageing HSCs.

The expression of these transcripts is dependent on genomic rearrangements, typically seen in committed lymphoid progenitors downstream of HSCs, but there is an increasing body of evidence that the expression of recombined Ig molecules in non-lymphoid cells is possible^38–40^, including human CD34+ cord blood stem and progenitor cells^41^ and acute myeloid leukaemia^42^. Indeed, the expression of IgG has been confirmed at both the transcriptional and protein levels in human epithelial cancer cells^43–46^, with a restricted variable region repertoire which exerts profound pro-tumorigenic effects^47^.

Further studies of the causative or associated genomic and epigenetic events underlying this aberrant expression will be essential to confirm the genomic origin of immunoglobulin expression in non-lymphoid cell types, including multipotent stem and progenitor cell populations. Currently available methods to sequence immunoglobulin recombination at the genome level regard “low input” as 100,000–200,000 cells (Chovanec et al.^48^), making rare cell-type specific measurements immensely challenging. At present, methods that enable high-confidence single-cell *genomic* recombination analysis—using targeted, high-fidelity amplification and sequencing—have not been described. These approaches, ideally coupled with capture of the cell’s functional or transcriptional phenotype, will be essential to explore the origins of non-lymphoid recombinant immunoglobulin expression and, if confirmed, address the mechanisms by which expression of these recombinant molecules occurs.

Overall, our study not only provides a comprehensive picture of gene and isoform expression in a variety of haematopoietic cell types but also offers novel insights into transcriptional signatures of ageing. Our results highlight the need to further characterise isoform diversity at the single-cell level and to build an isoform atlas for different cell types to reveal the full extent of transcriptional heterogeneity in development, ageing and disease. With continued improvements in the throughput of long-read sequencing library preparation and platforms and the development of methods targeting specific cells or transcripts, we envision that long-read sequencing will enable detailed characterisation of the total landscape of isoform diversity at the single-cell level at a scale comparable to current short-read based methods. This will be applicable to large-scale atlassing studies of cellular heterogeneity and in haematological malignancies where mutations in splicing factors are common^49^. Furthermore, advances in mass spectrometry-based single-cell proteomic analysis^50^, combined with long-read transcript discovery, will become a critical tool enabling the confirmation of protein isoform expression.

## Methods

### Stem and progenitor cell isolation

All animal work in this study was carried out in accordance with regulations set by the United Kingdom Home Office and the Animal Scientific Procedures Act of 1986. Bone marrow was isolated from the spine, femora, tibiae, and ilia of 8 weeks and 72 weeks old C57BL/6J mice. Red blood cell depletion was performed with ammonium chloride lysis (STEMCELL Technologies), and lineage-negative cells were isolated using the EasySep Mouse Hematopoietic Progenitor Cell Isolation Kit (STEMCELL Technologies).

The lineage-depleted cells were stained with the following fluorophore-conjugated monoclonal antibodies: Cd105-PE, clone MJ7/18, Miltenyi; Cd4-Vioblue, clone REA604, Miltenyi; Cd11b-Vioblue, clone REA592, Miltenyi; Cd117-Pe Vio770, clone REA791, Miltenyi; Cd8a-Vioblue, clone 53-6.7, Miltenyi; Cd50-Vioblue, clone REA421, Miltenyi; Cd45R-Vioblue, clone REA755, Miltenyi; GR1-Vioblue, clone REA810, Miltenyi; Sca-APC, clone REA422, Miltenyi; Cd48-APC Cy7, clone HM48-1, Miltenyi; Cd150-BV510, clone TC15-12F12, Cd34-PeCy5, MEC147, Miltenyi. Approximately 10,000 LK (Lin−, Cd117+) cells per sample were sorted using the BD FACSMelody cell sorter (BD Biosciences, San Jose, California) into 1× PBS containing 4% BSA. For low-input and single-cell qPCR, a pool of 25 cells and single LSK Cd150+ Cd48− Cd34− HSCs respectively were sorted directly into Smart-seq2 lysis buffer^51^.

### Sequencing of single-cell cDNA libraries

Sorted cells were processed by 3’ end single-cell RNA-Seq using the 10X Genomics Chromium (V2 Kit) according to the manufacturer’s protocol (10X Genomics, Pleasanton, CA) with an increase to 16 cycles for the cDNA PCR amplification. Six libraries were prepared, each from cells from an individual mouse—three aged and three young. Libraries were sequenced on a NextSeq 500 or NovaSeq 6000 (Illumina, San Diego) in paired-end, single index mode as per the 10X Genomics recommended metrics.

Raw Illumina sequencing data were analysed with the 10X Genomics CellRanger pipeline (version 3.0.2) to obtain a single-cell expression matrix object. Subsequent analysis was performed in R using Seurat version 3^16^. Cells showing gene counts lower than 1000 and a mitochondrial gene expression percentage higher than 5% were excluded from further analysis. Within Seurat, data were normalised using NormalizeData (normalisation.method = “LogNormalize”, scale.factor = 10000) and data from multiple samples were merged using the FindIntegrationAnchors and IntegrateData commands.

### Pacific Biosciences Sequel sequencing of single-cell cDNA libraries

Libraries compatible with the Pacific Biosciences Sequel/Sequel II systems were prepared from 800 ng input cDNA generated from each of the six individual mice following the “no size selection” Iso-Seq library preparation method according to the manufacturer’s instructions (IsoSeq Template Preparation for Sequel System V05), with the following modifications: the elution incubation time during AMPure beads purification was increased to 10 min and the second AMPure bead purification step, following the exonuclease reaction, was omitted to optimise library concentration. In total, six libraries were sequenced, each originating from the LK population of an individual mouse.

### Pacific Biosciences long-read analysis

Circular Consensus reads (CCS) were generated using the following parameters: maximum subread length 20,000, minimum subread length 50 and minimum number of passes 3. Reads with identified polydA or polydT were demultiplexed using bbduk https://sourceforge.net/projects/bbmap/) (k = 16, hdist = 3) using the 10X genomics barcodes identified from the short-read analysis. Long reads were mapped to the mouse genome (mm10) using Minimap 2 (v2.17) and to the gencode (vM19) transcriptome.

Novel exons were identified by investigating the alignment of the reads to the transcriptome identifying inserts of at least 21 nucleotides located at exon junctions. To confirm the existence of these exons, the alignment of the reads to the genome was parsed, with exonic sequences located within the previously identified intron and supported by at least two reads retained for further analysis. We further removed any exonic regions overlapping RefSeq annotations (GRCm38, last accessed February 19 2019). To identify reads supporting V(D)J recombination events, we used IgBlast v1.14.0^52^) using default parameters (-min_V_length 9 -min_J_length 0 -min_D_match 5 -D_penalty -2 -J_penalty -2).

### Custom transcriptome annotation

We took advantage of the long-read pacbio data to annotate and explore alternative splicing events using TALON^53^. We identified a total of 11,013 novel transcripts supported by at least five reads and identified in three or more of the samples (44,993 novel transcripts if at least two reads and two samples). Those annotations also enabled the identification of 910 novel cassette exons, and 4118 and 3465 novel alternative 5’ and 3’ splicing sites, respectively. We also identified 143 novel junctions between previously annotated splice sites. We investigated the impact of the novel splicing events on the coding potential of the transcripts. Among the 10,576 novel transcripts arising from protein-coding genes, a total of 6747 transcripts were identified as coding, whereas 3830 were deemed noncoding (Supplementary Data 2).

TALON v.5.0 was used to construct a custom transcriptome annotation. First, 11 genome-aligned sam files were passed to TranscriptClean v.2.0.2 [2] for correction of read microindels (<5 bp) and mismatches, though any non-canonical splice junctions were retained for downstream analyses, and clean-up was not variant-aware. Internal priming artefacts are a known issue with oligo-dT selection methods [3], and this was assessed using a T-window size of 20 bp (equivalent to the primer T sequence), with reads labelled accordingly using TALON functions. Read annotation was performed using the *Mus musculus* Gencode v.M24 reference annotation gtf and GRCm38.p6 genome with minimum alignment identity = 0.9 and coverage = 0.8 on the samples. Identified transcripts were subsequently filtered using a minimum count threshold of *N* = 5 reads in K = 3 samples. Thresholds were selected to balance sensitivity with accuracy. An updated annotation was produced using this filtered set of transcripts. Novel antisense transcripts that perfectly matched existing gene models were removed as unreliable mappings. The TALON custom gtf contains only features detected with reads present in the dataset, so a complete custom transcriptome annotation was compiled by merging the Gencode v.M24 reference and custom TALON gtfs. Transcript coding potential was assessed through frame preservation and applying CPAT2.0^54^ using Gencode long noncoding RNAs (https://www.gencodegenes.org/) and CDS as training sets.

### Data integration in Seurat

In order to reduce the batch effect, count matrices produced by short-read sequencing for individual libraries were combined in Seurat using FindIntegrationAnchors and IntegrateData functions (dims = 1:20). Illumina and PacBio reads were integrated into Seurat using the CreateAssayObject command to add the long-read data to an existing Seurat object already containing the short-read data. This links the demultiplexed long-reads with the short-read data through the cell barcodes present in both.

### Single-cell and low-input RNA-seq and qPCR

Amplified cDNA was generated from sorted cells using the Smart-seq2 protocol^45^. This material was then used as input for qPCR reactions using assays targeting *Sult1a1* and *Nupr1*. Low-volume qPCR reactions were set up using the Mosquito HV instrument (STP Labtech) and analysed using a LightCycler (Roche). For relative abundance, data are presented as expression relative to a housekeeping gene. For single-cell isoform junction detection PCRs, reactions were performed as above using junction-spanning primers. Data are presented as a presence/absence heatmap, where analyses with Ct values < 30 were considered to be expressed.

For low-input RNA-seq, sequencing libraries were prepared from cDNA using the Nextera protocol (Illumina) at a reduced volume using the Mosquito HV instrument (STP Labtech). Libraries were pooled and sequenced on an Illumina NovaSeq 6000 SP Lane.

### Statistics and reproducibility

Single-cell long-read experiments were carried out on samples from each of three young (8 weeks) and three aged (72+ weeks) mice. qPCR data were generated from samples from six individual young and six individual aged mice. Data are presented as expression relative to *B2m* in the same sample (−1/ΔCt), and statistical significance was measured using an unpaired *t*-test comparing normalised expression levels in young and aged stem cells. Low-input RNA-seq data (for immunoglobulin junction detection) were generated from three young and five aged mice.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures and Data

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 3

Supplementary Data 2

Supplementary Data 4

Reporting Summary

## Data Availability

Sequencing data can be accessed on the NCBI-GEO archive, accession number GSE166709. Source data for the graphs and charts are given in Supplementary Data 4, and any remaining information can be obtained from the corresponding authors upon reasonable request.

# Supplementary material for: Single-cell gene and isoform expression analysis reveals signatures of ageing in haematopoietic stem and progenitor cells
**Source:** Commun Biol. 2023 May 24;6:558. doi: 10.1038/s42003-023-04936-6
**Supplement:** Supplementary file 1 — Supplementary Figures and Data

## **Supplementary Figures:**

**Supplementary Figure 1: Marker genes for the 16 identified clusters in Figure 1B.** Cluster 1: MPP/LMPP; Cluster 2 PreGM; Cluster 3 MPP; Cluster 4 GMP; Cluster 5 Mast Cell; Cluster 6 Pro-erythroid; Cluster 7 Granulocytic; Cluster 8 Megakaryocyte; Cluster 9 Neutrophilic; Cluster 10 CFU-erythroid; Cluster 11 HSC; Cluster 12 Early erythroid; Cluster 13 Mast cells; Cluster 14 B-cells; Cluster 15 Macrophage; Cluster 16 Eosinophils.

**Supplementary Figure 2: Overview of long-read sequencing and isoform detection in scRNA-seq libraries.** A) Read length distribution from long-read sequencing of 10X single-cell libraries. B) transcript coverage from long-read sequencing of 10X single-cell libraries. C) Number of isoforms detected per gene. D) TAPPAS classification of detected transcripts by type. E) Distribution of gene and isoform expression within individual gene ontology categories. Genes are categorised on the number of isoforms observed (shown by the colour of the datapoint) and the enrichment of AS events in particular categories is shown by the size of the datapoint.

**Supplementary Figure 3: Long read counts** A) per cell, shown per cluster and B) total long read count per cluster.

**Supplementary Figure 4: Novel exon discovery in *Lmo2*.** Representative Pacbio reads are shown above the Ensembl annotated transcripts for *Lmo2*. Multiple novel in frame exons were observed in the long-read data, indicated by arrows, including two which generate isoforms of the transcript which would encode a distinct protein sequence (highlighted in red).

**Supplementary Figure 5: Isoform-level expression of hematopoietic transcription factors.** Cell-type expression of isoforms of A) *Ldb1* and B) *Tal1*. Transcripts colored red or blue indicate sets of transcripts which encode the same protein, those in black encode distinct proteins from the same gene. C) Sashimi plot of *Meis1* isoforms present in the long read data. Two predominant isoforms encoding distinct proteins were detected, *Meis1-201* and *Meis1-209*, corresponding to the human *MEIS1B* and *MEIS1D* isoforms.

**Supplementary Figure 6: Expression of ageing signature marker genes in hematopoietic stem and progenitor cells.** A) Expression of a signature of 220 HSC ageing related genes from Svendsen et al., in each sub-cluster of the Lin- cKit+ cell fraction B) Proportional

expression of the most conserved ageing signature markers from Svendsen et al. in cells from the young and aged HSC clusters.

**Supplementary Figure 7: Globally differentially expressed gene categories between young and aged long-read datasets.** Statistical comparison within gene categories between young and aged long-read datasets were performed on the normalised read counts using a Kruskal-Wallis test.

**Supplementary Figure 8: Recombined *Igkc* transcripts detected HSCs using long-read sequencing.** IGV plot of the *Igkc* locus showing reads from aged (top panel) and young (bottom panel) HSC cluster cells only. Full length reads spanning constant, J and V regions were observed in both young and aged mice but with much greater abundance in the aged mice.

**Supplementary Figure 9: Expression of rearranged Immunoglobulin heavy chain H (*Igh*) in aged stem and progenitor cells.** A) UMAP projection of global *Igh* expression in the Lin cKit+ population. B) Observation of full length, VDJ recombined *Igh* transcripts in long reads derived from the HSC cluster only. Data are shown as a heatmap of long-reads (rows) with presence of V and J regions (columns) indicated in black. C) expression of *Igh* in phenotypic hematopoietic and stem and progenitor cells upon ageing. D) Observation of *Igh-J* junction spanning reads in phenotypic hematopoietic and stem and progenitor cells.

**Supplementary Figure 10: Gating strategy and population frequency in young and aged mice.** Representative FACS profiles for HSC and progenitor sorting from A) young and B) aged mice. Upper panels show the sorting gates, lower panels show backgating for the HSC population C) population frequencies for HSC and progenitor populations (presented as percentage of LSK) in young and aged mice.

**Supplementary Figure 11: B-cell lineage marker genes and Cd45 isoform expression in Lin-cKit+ stem and progenitor cells.** A-F) Cell type expression of a panel of lymphoid/B-cell lineage marker genes in the Lin- cKit+ hematopoietic stem and progenitor cell compartment. B) Representative Pacbio reads are shown above the Ensembl annotated transcripts for the Cd45 locus, Cd45R and Cd45RO are highlighted.

**Supplementary Figure 12: Immunoglobulin detection in HSCs from other studies.**

Reanalysis of supplementary data from RNA-seq of aged HSCs in A) Herault et al. B) Chambers et al., reanalysed in Svendsen et al. and C) microarray data from vWF-EGFP+ HSCs (Sanjuan-Pla et al. 2013) demonstrate previous detection of Igkc and V regions in gene expression profiling of HSCs.

## **Supplementary Tables**

### **Supplementary Table 1:**

**Long-read sequencing statistics (relating to Figure 2)**

## **Supplementary Data**

**Supplementary Data 1: Marker genes for clusters (relating to Figure 1B)**

**Supplementary Data 2: Novel exons detected in long-read sequencing data.**

**Supplementary Data 3: Differential gene expression between young and aged HSCs (relating to Figure 4E)**

**Supplementary Data 4: Numerical source data (relating to Figures 1-5)**

Supplementary Figure 1

**Cluster 1 - H2afy**

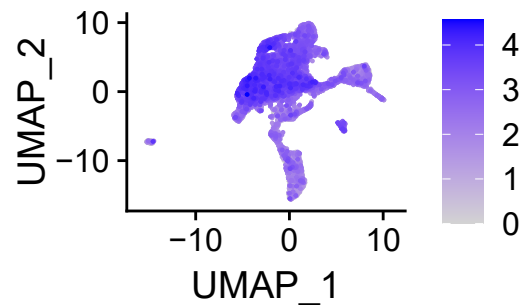

**Cluster 2 - Cebpe**

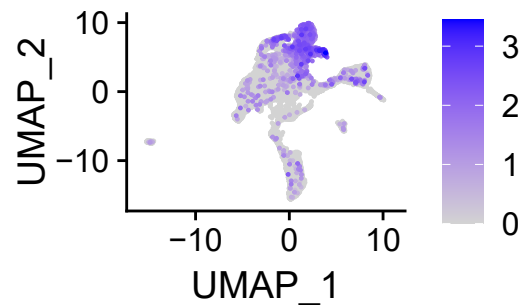

**Cluster 3- Nusap1**

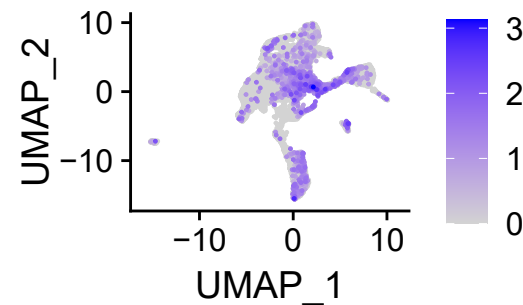

**Cluster 4 - Csf1r**

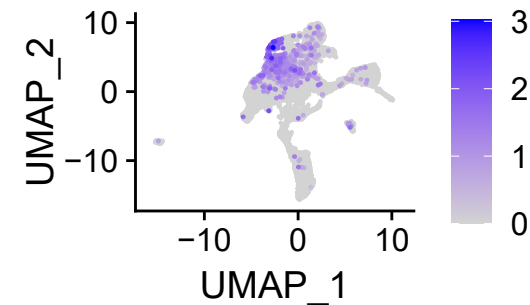

**Cluster 5 - Rnase12**

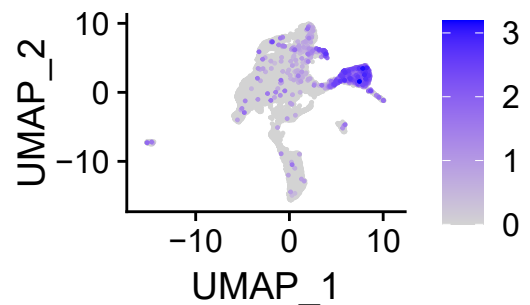

**Cluster 6 - Gm15915**

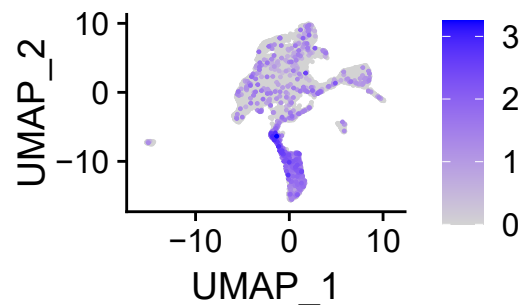

**Cluster 7 - mt-Nd1**

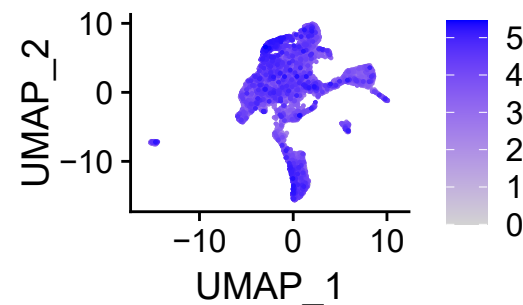

**Cluster 8 - Gp1bb**

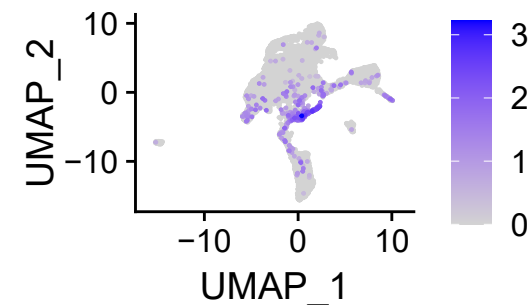

**Cluster 9 - Clec4a2**

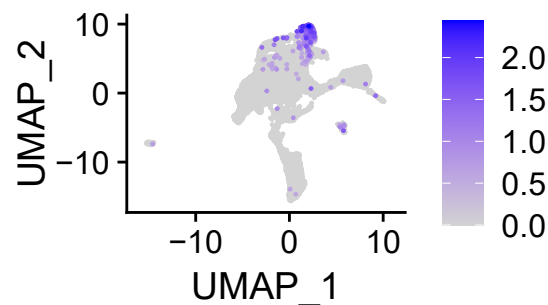

**Cluster 10 - Rhd**

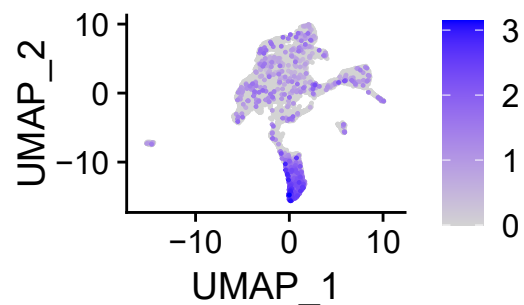

**Cluster 11 - Procr**

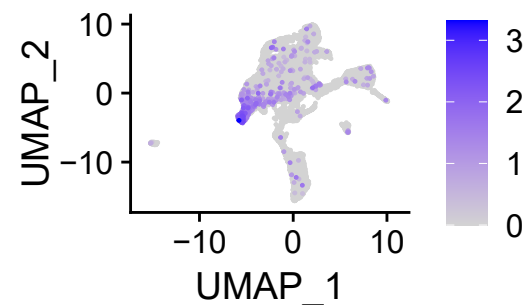

**Cluster 12 - Pdzhp1**

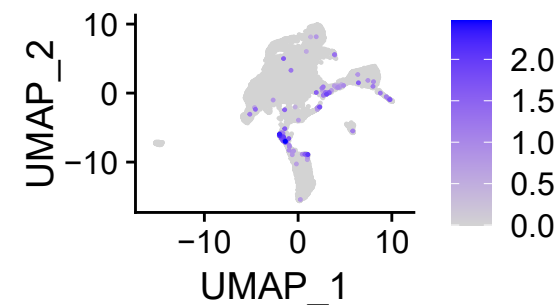

**Cluster 13 - Gzmb**

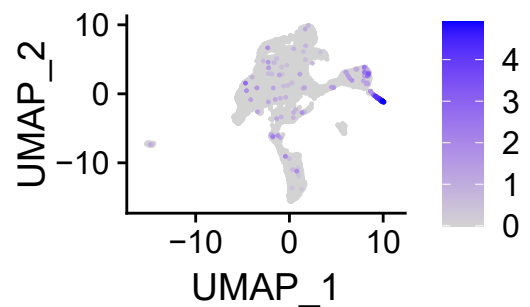

**Cluster 14 - Mzb1**

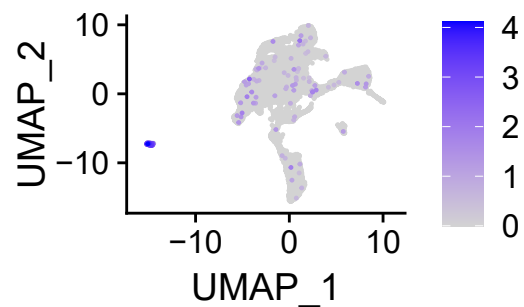

**Cluster 15 - Plbd1**

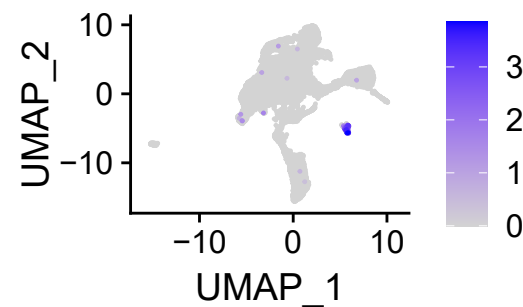

**Cluster 16 - Epx**

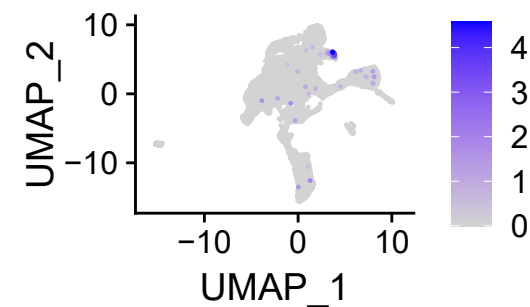

Supplementary Figure 2

A

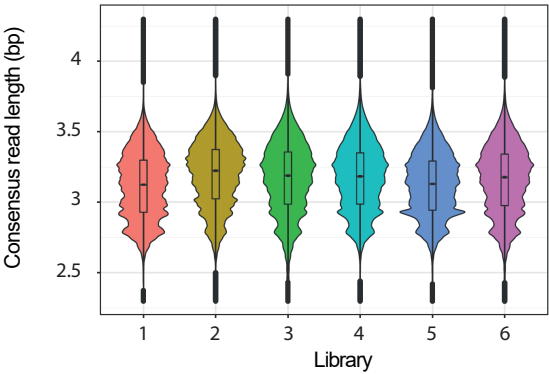

B

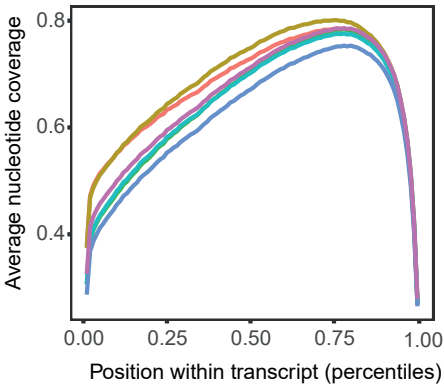

C

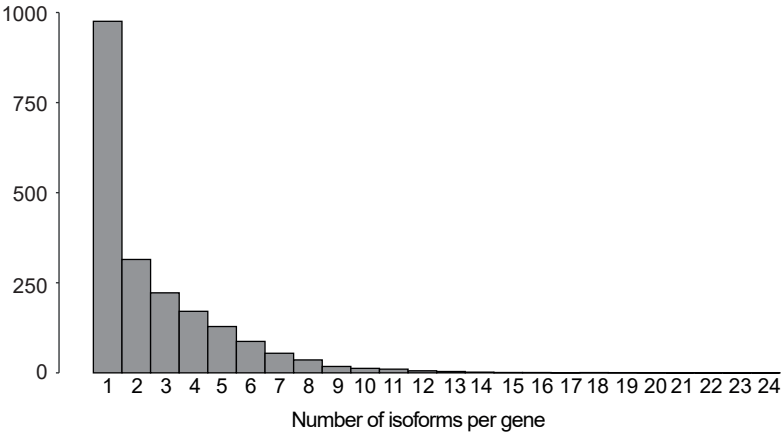

D

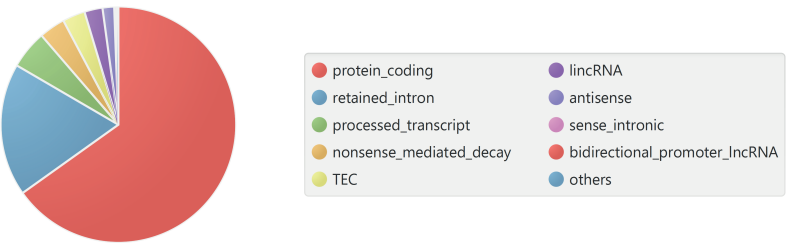

E

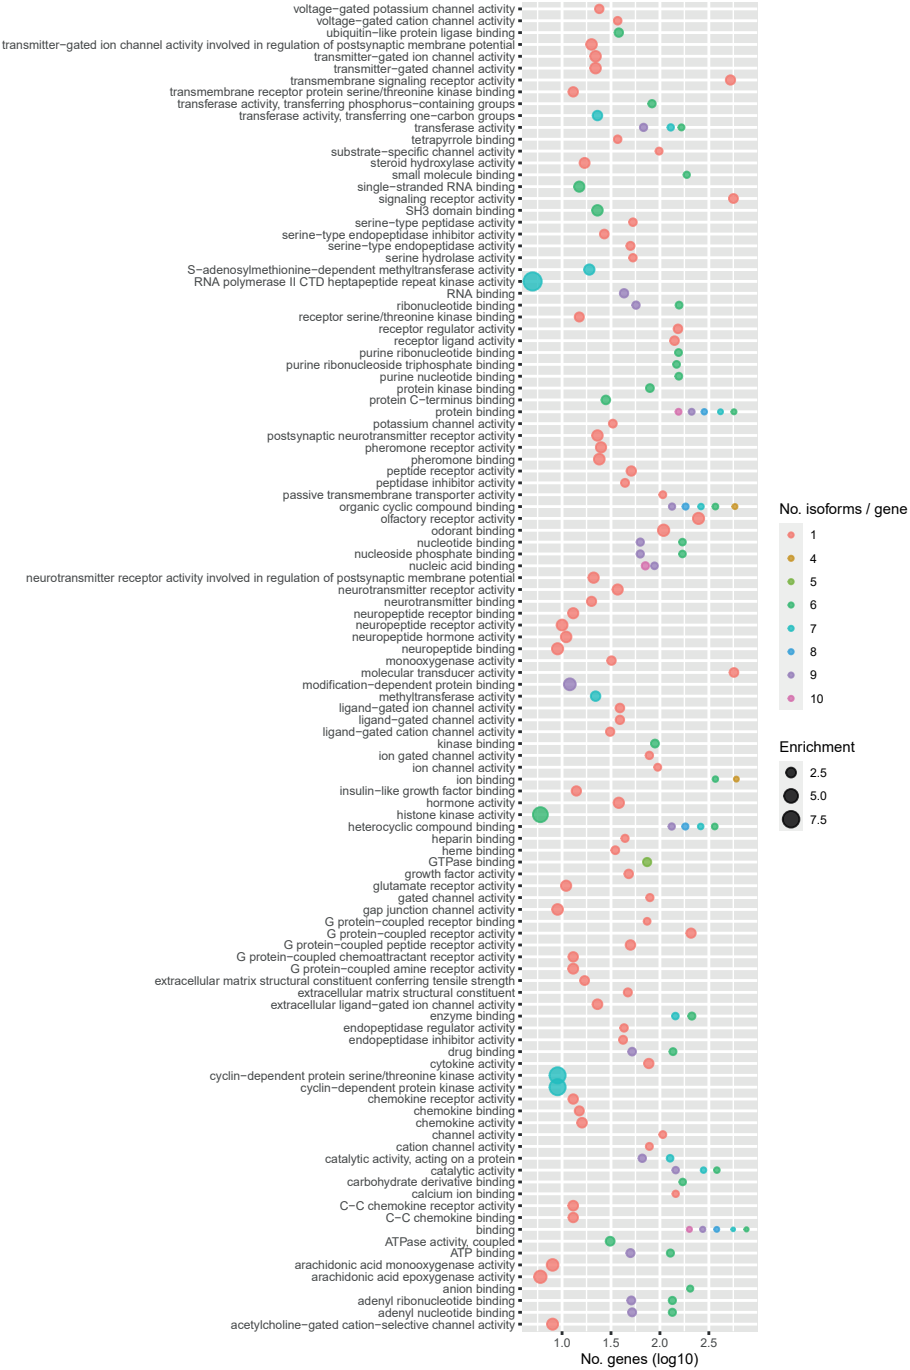

Supplementary Figure 3

A

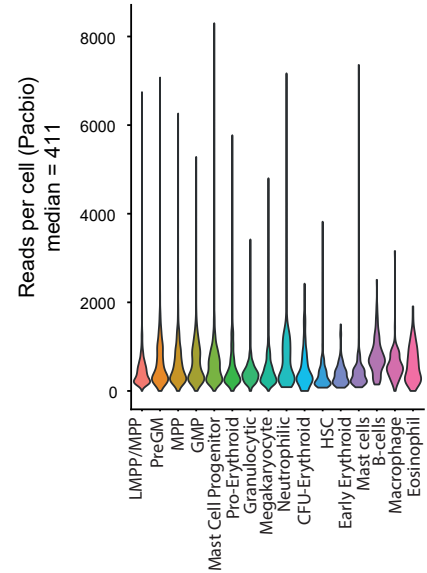

B

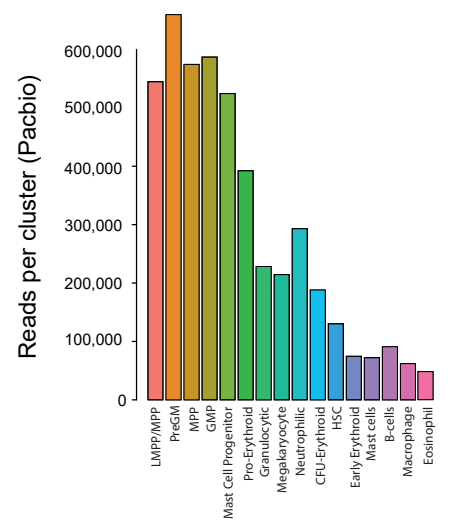

Supplementary Figure 4

*Lmo2* (ENSMUSG00000032698)

■ coding  
■ non-coding

Pacbio Reads

Ensembl  
Isoforms

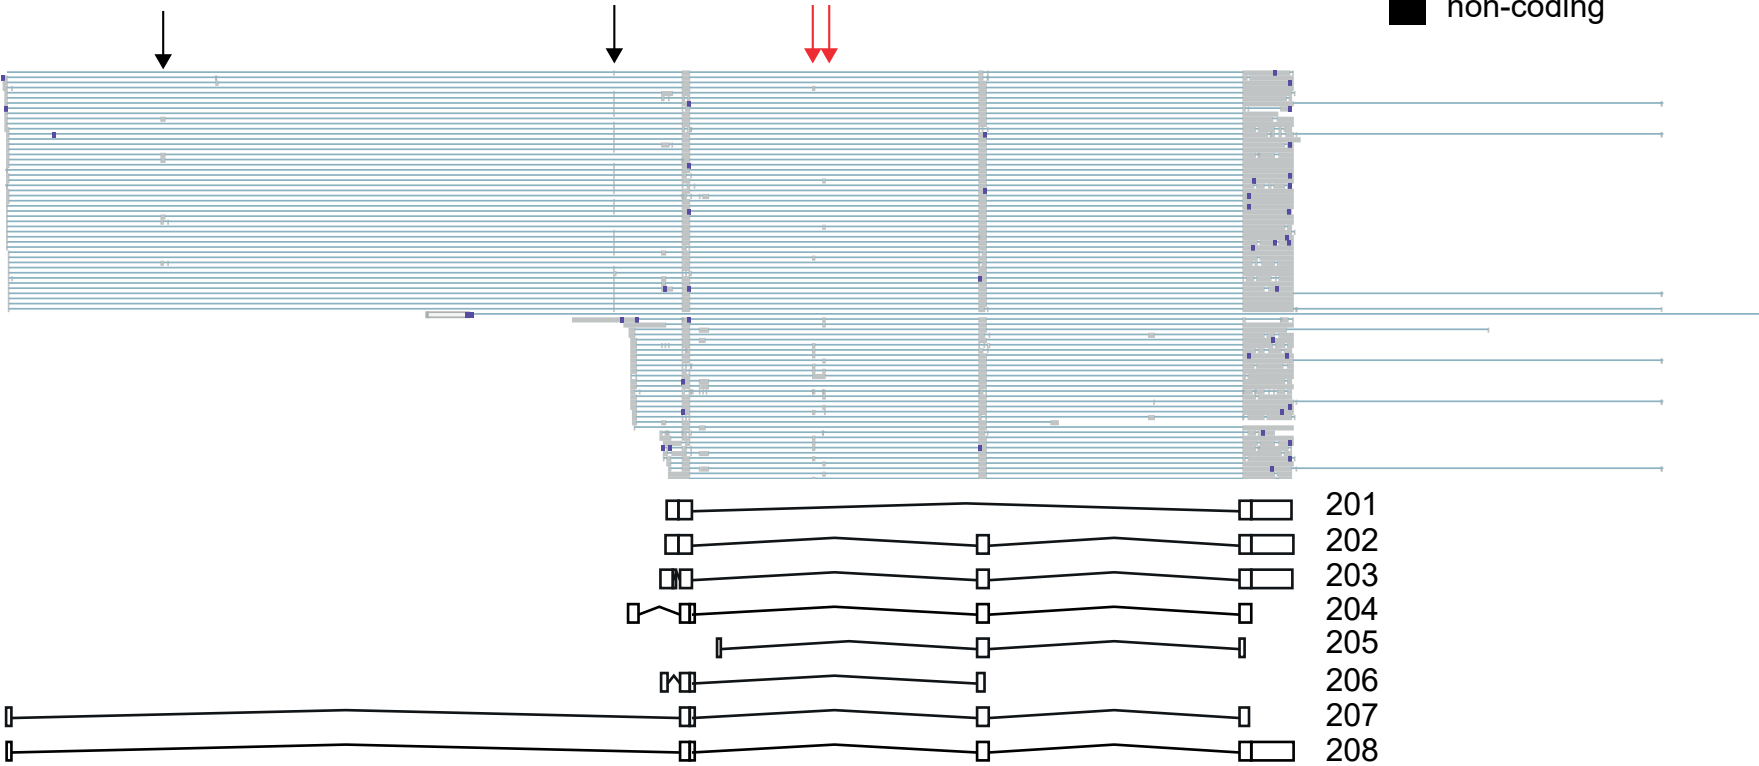

Supplementary Figure 5

A

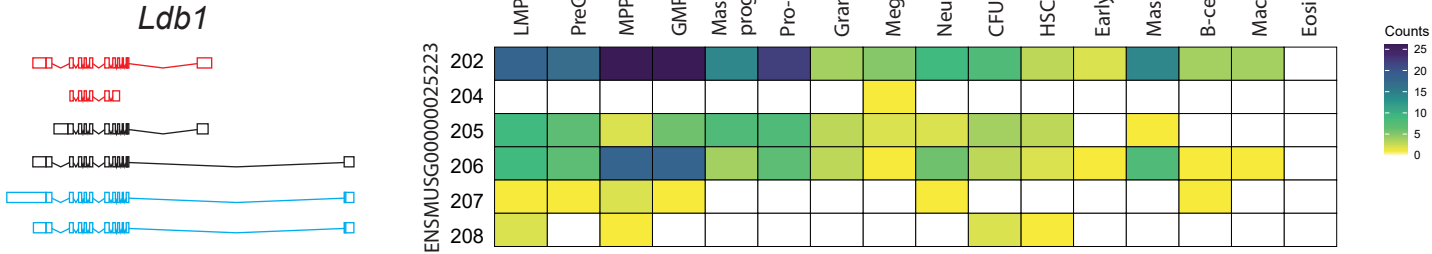

B

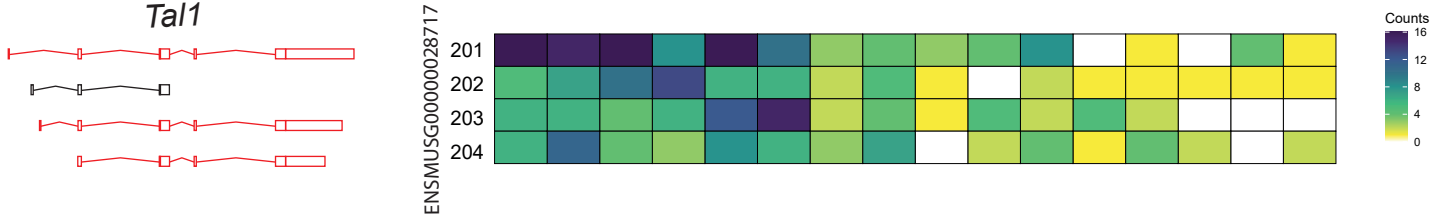

C

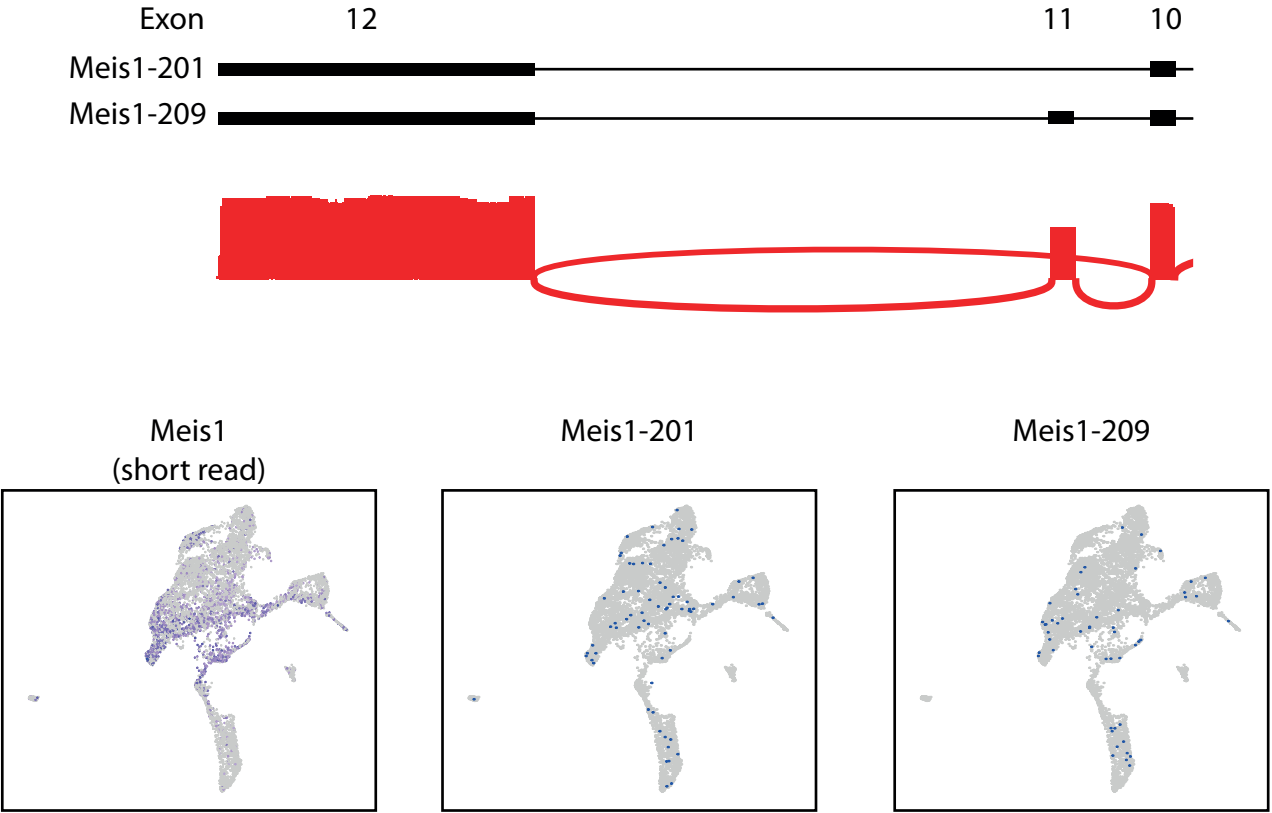

Supplementary Figure 6

A

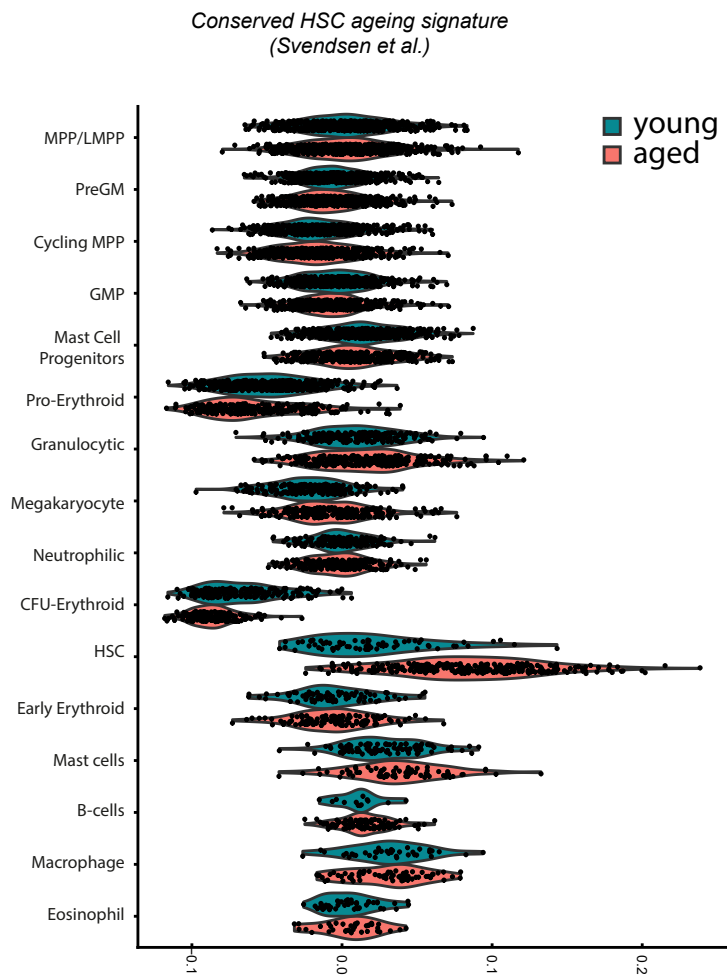

B

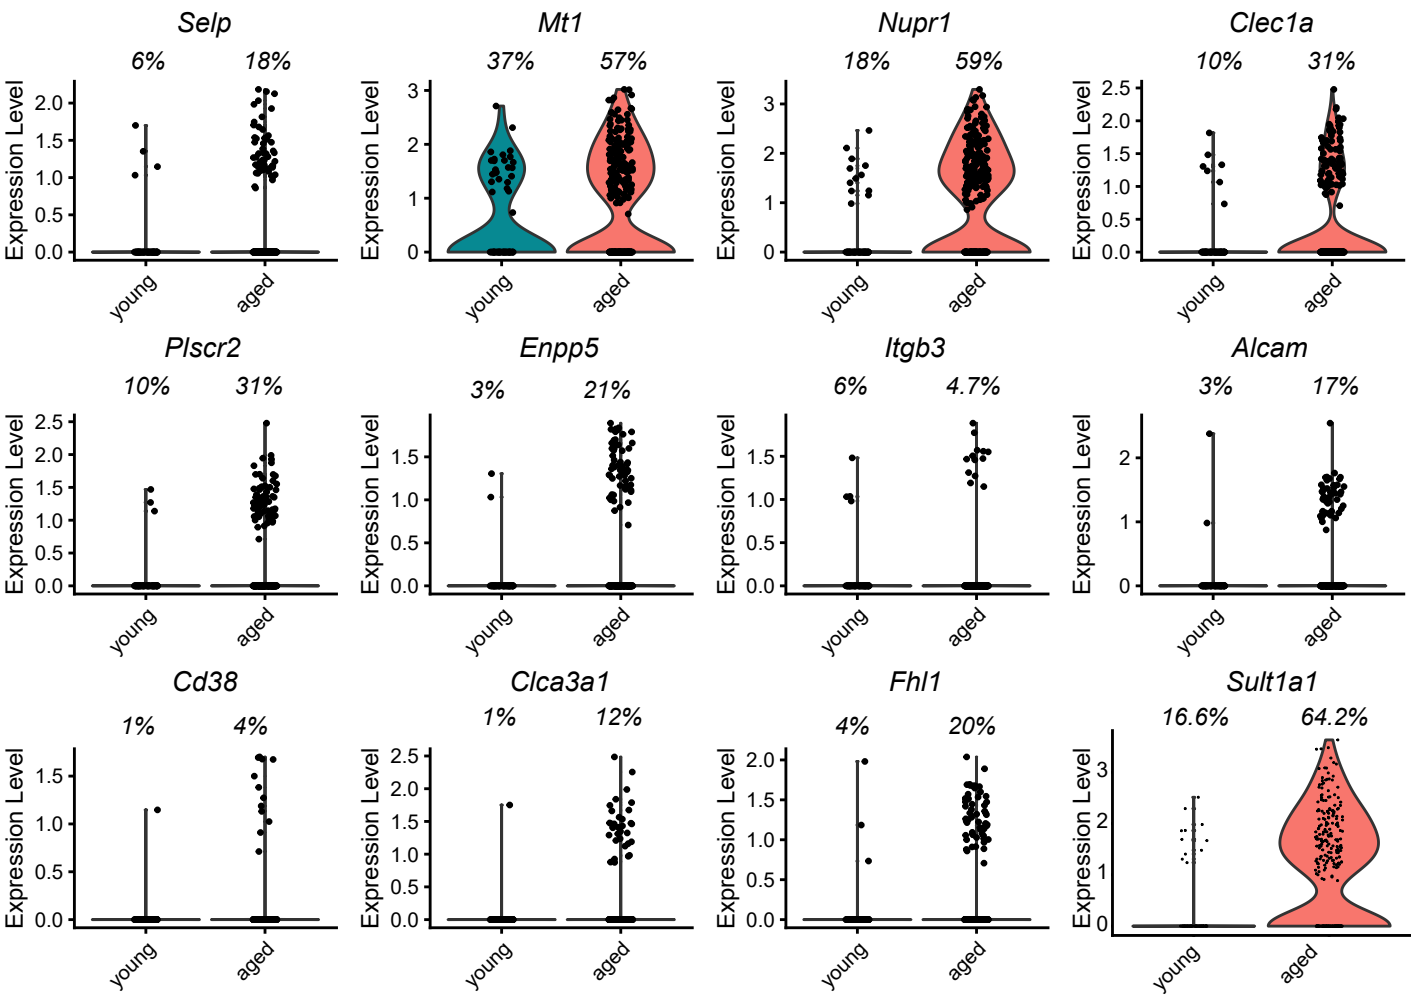

Supplementary Figure 7

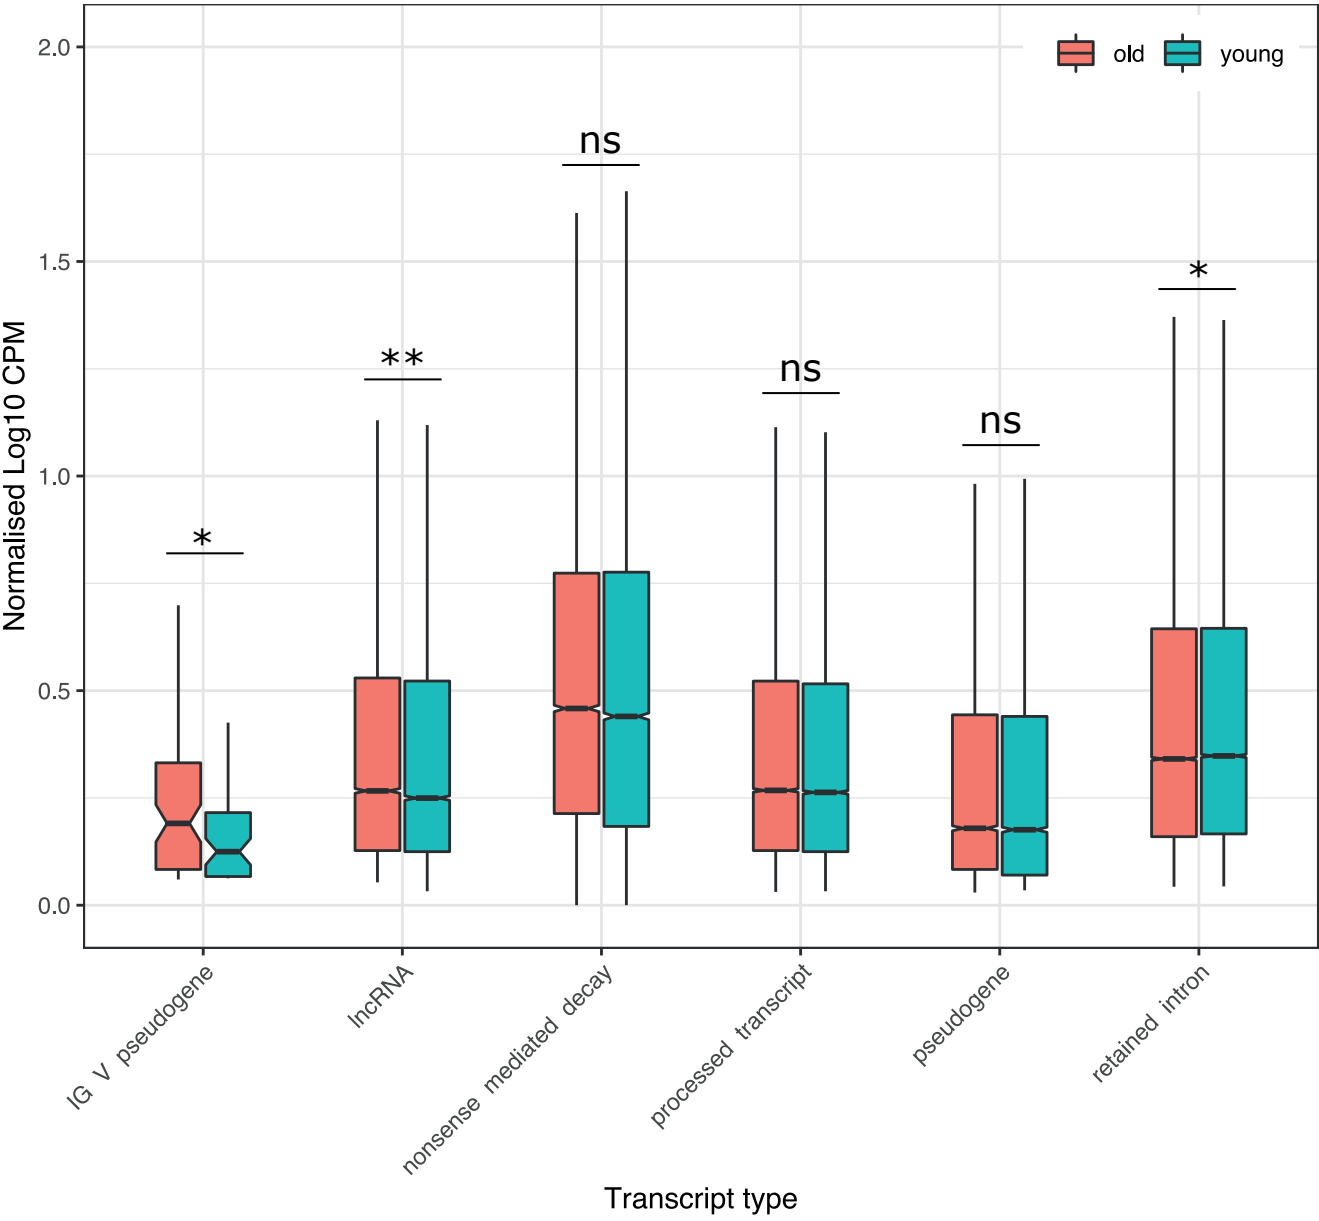

Supplementary Figure 8

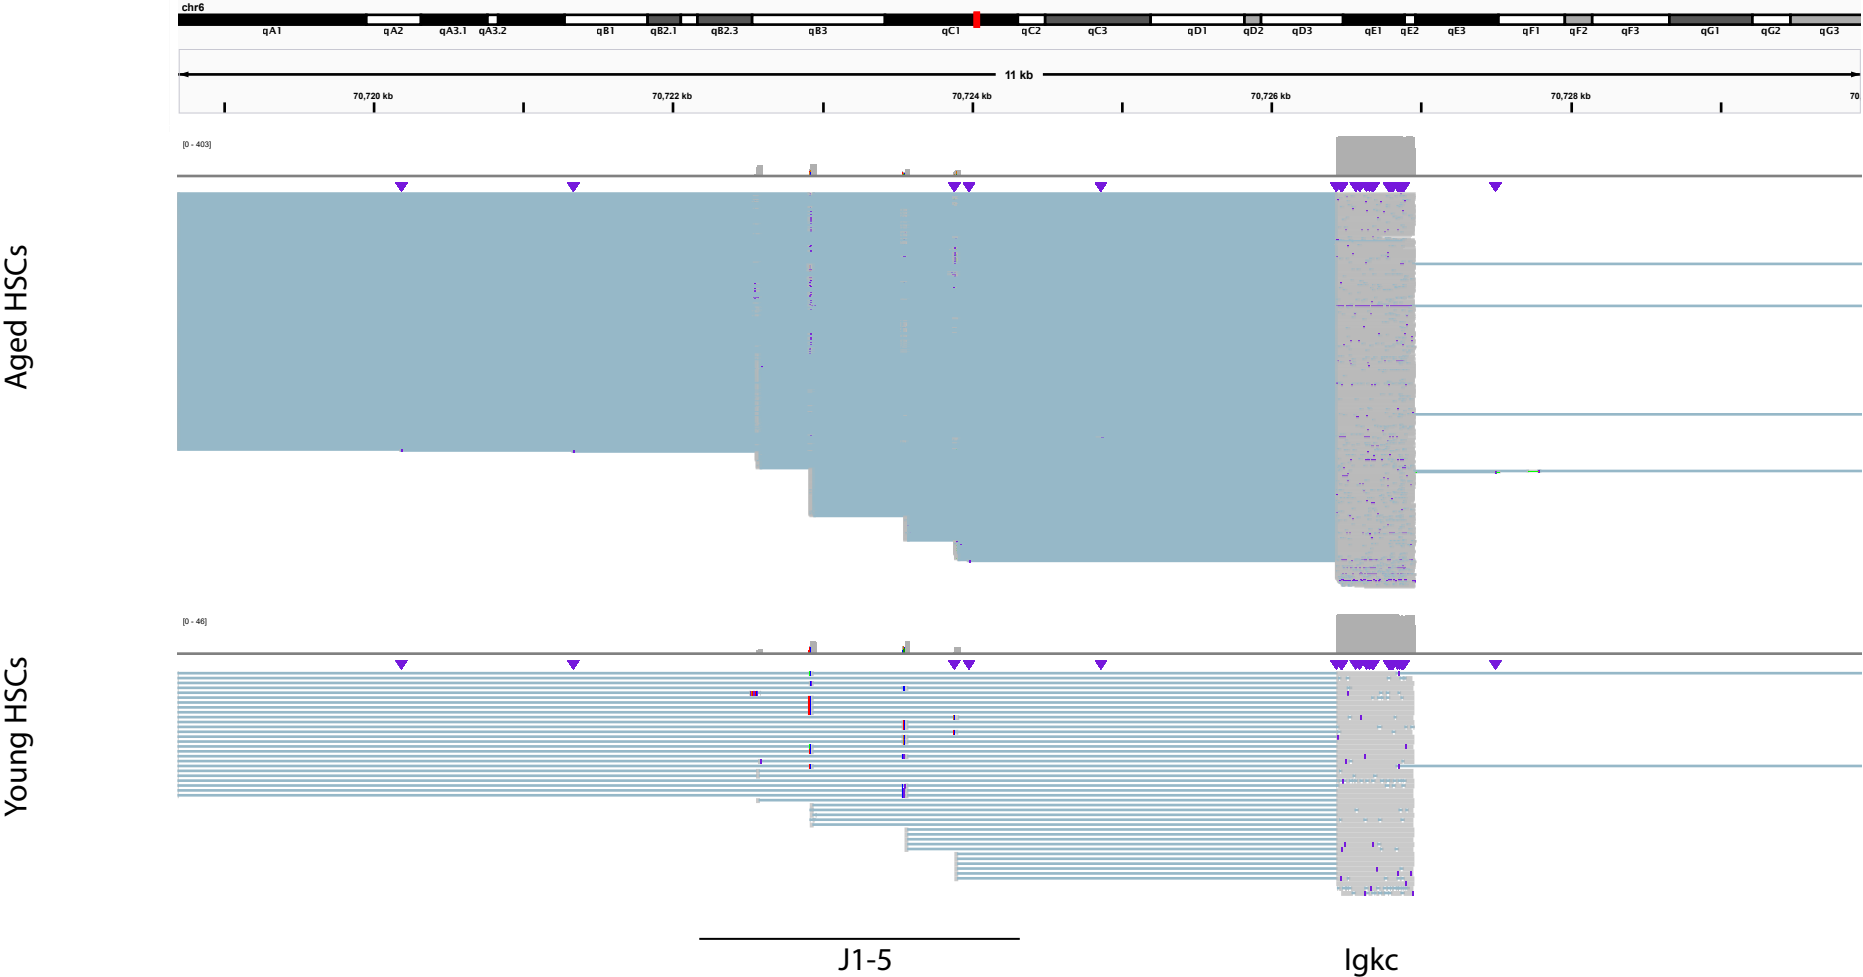

Supplementary Figure 9

A

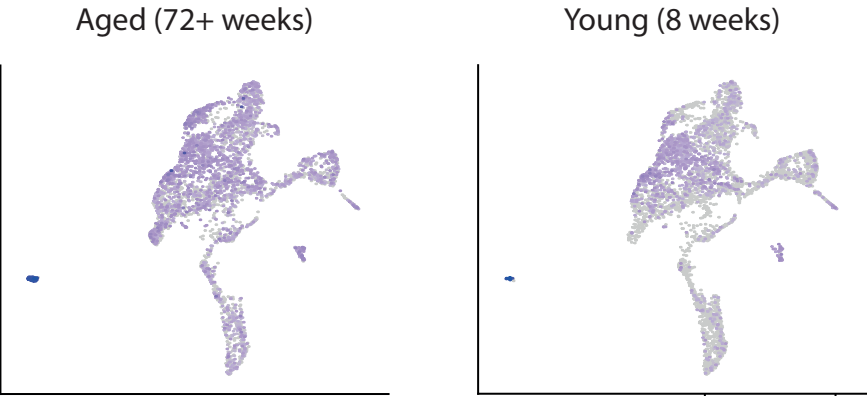

B

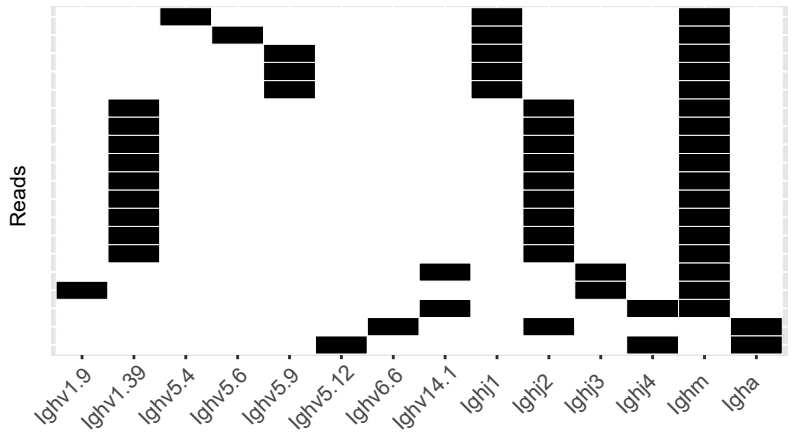

C

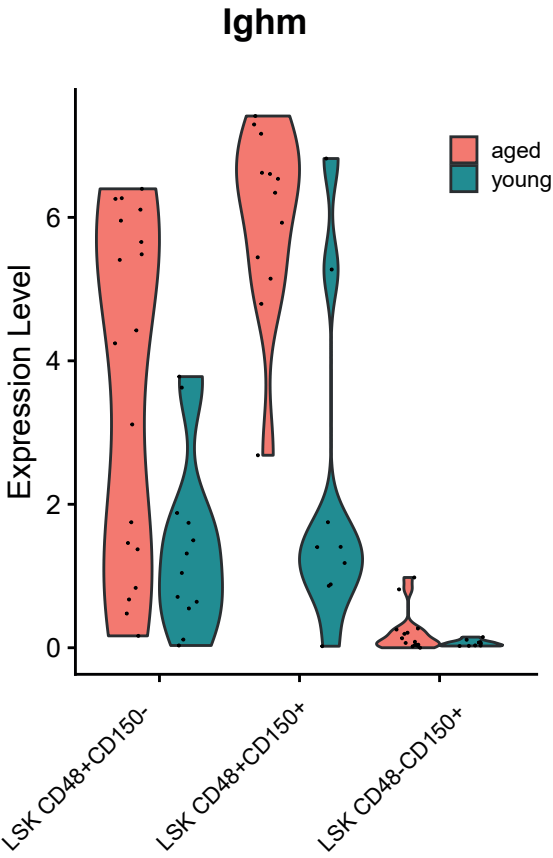

D

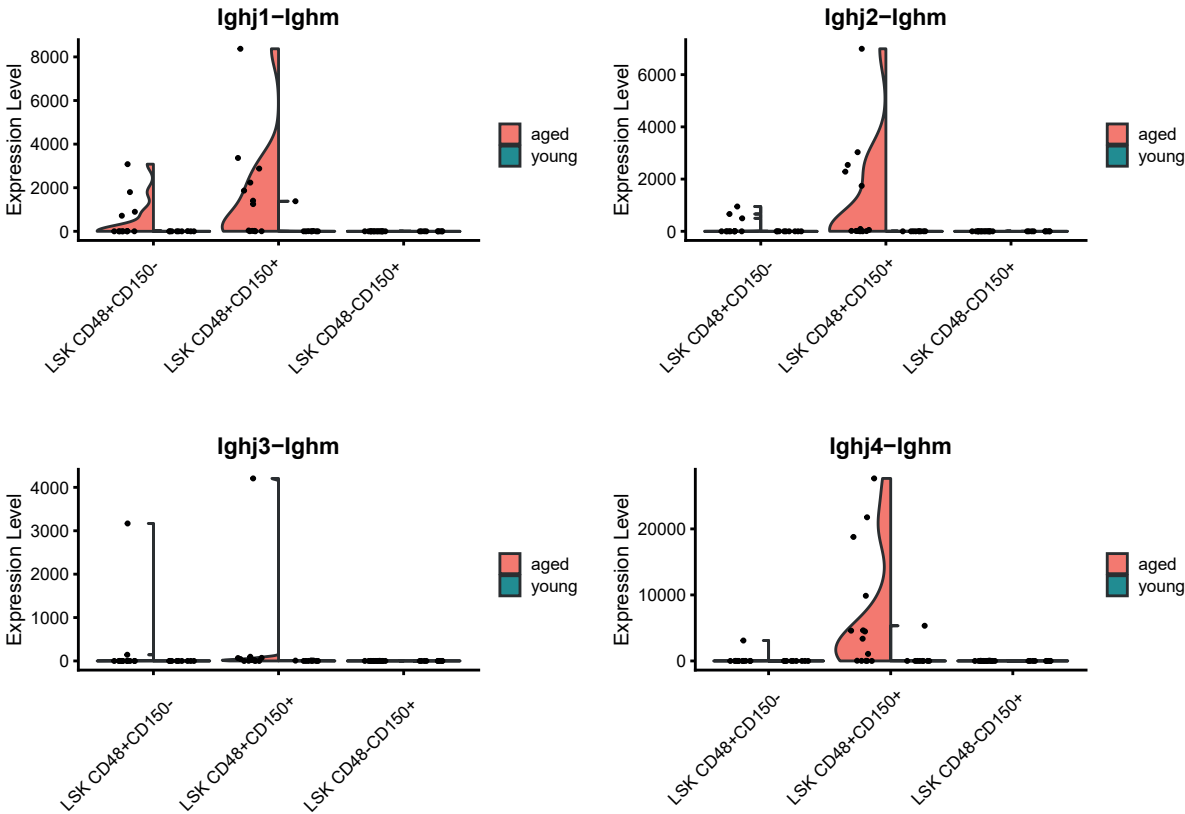

Supplementary Figure 10

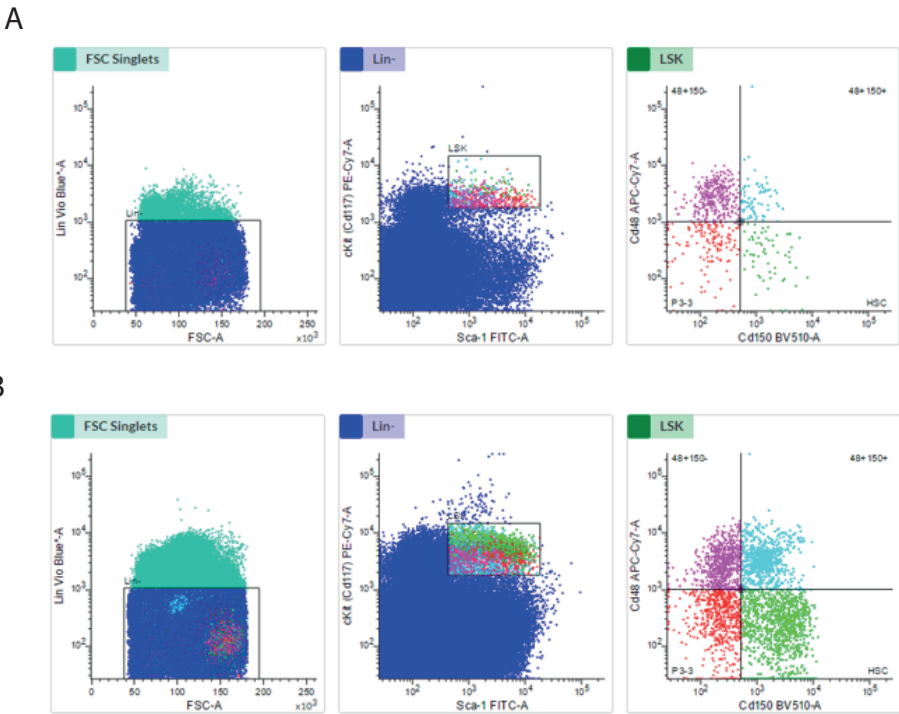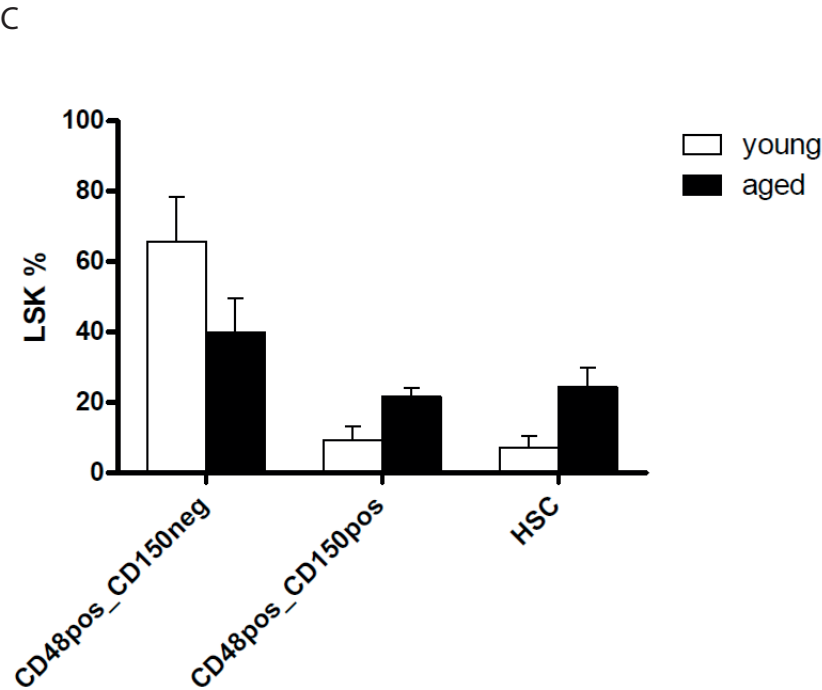

Supplementary Figure 11

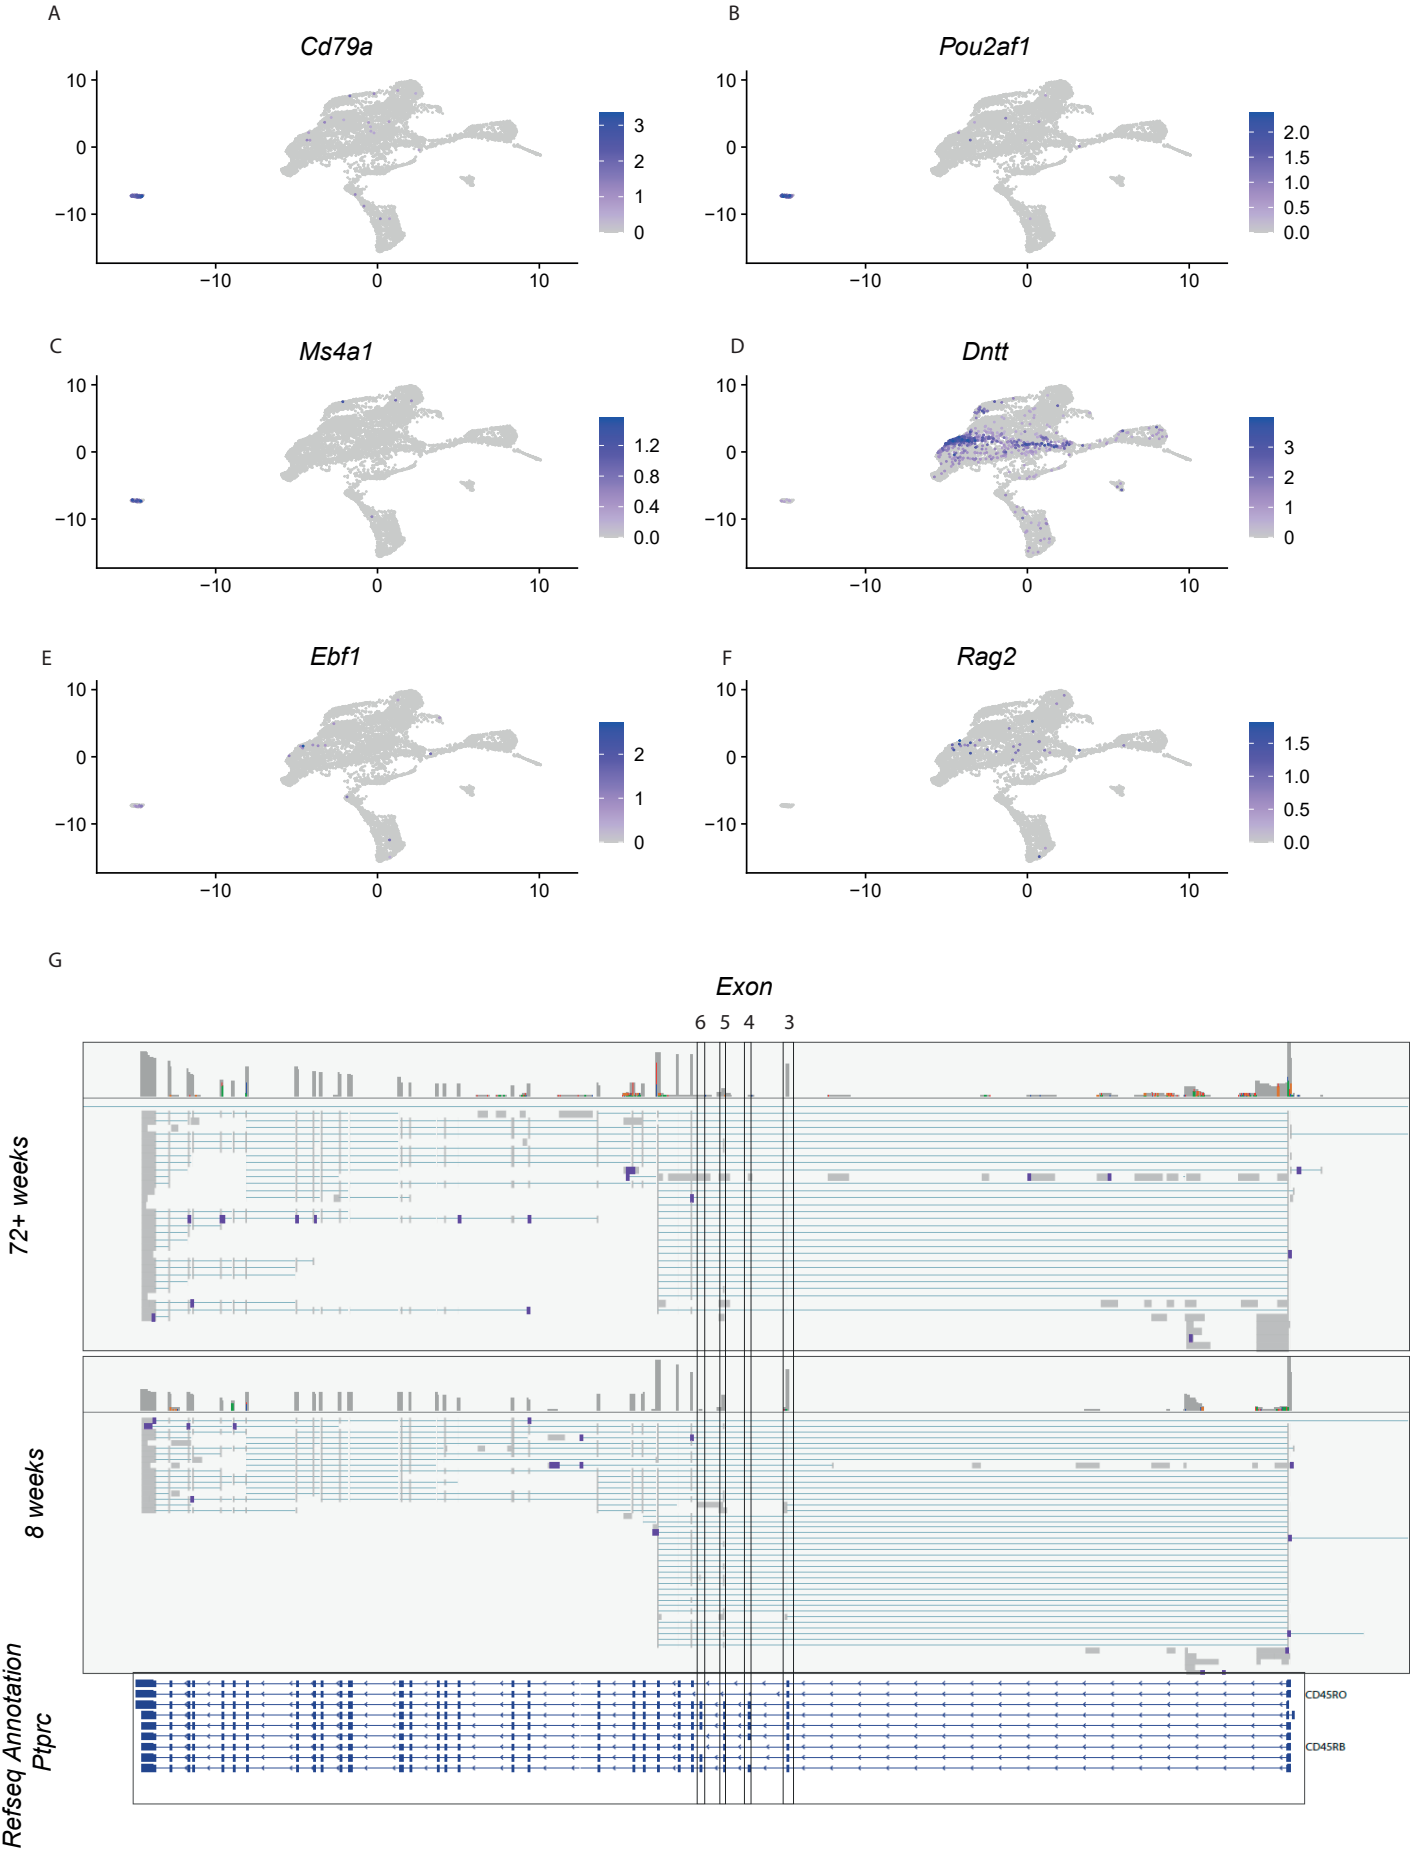

A

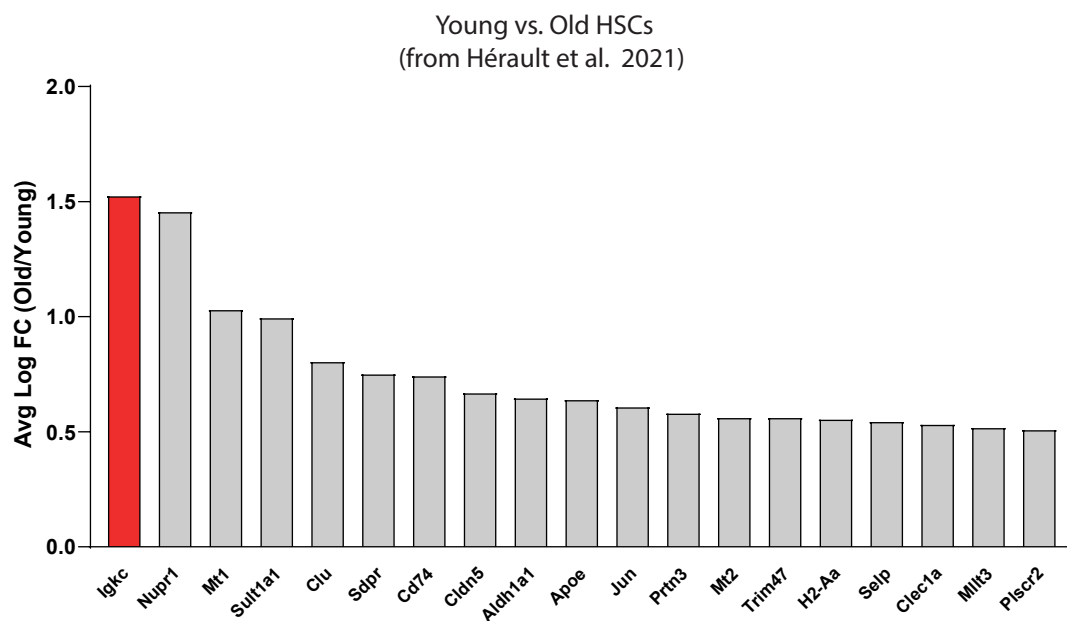

B

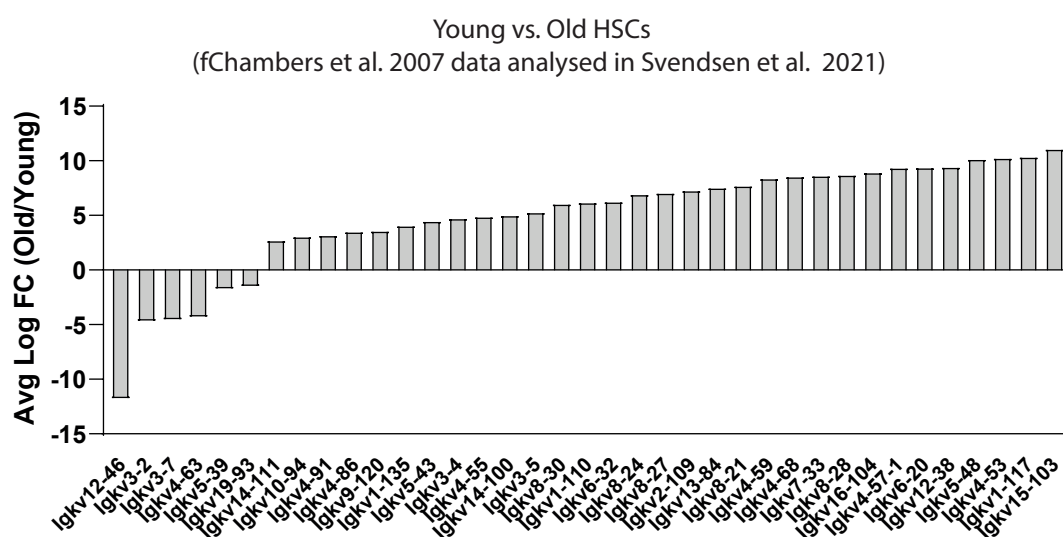

C

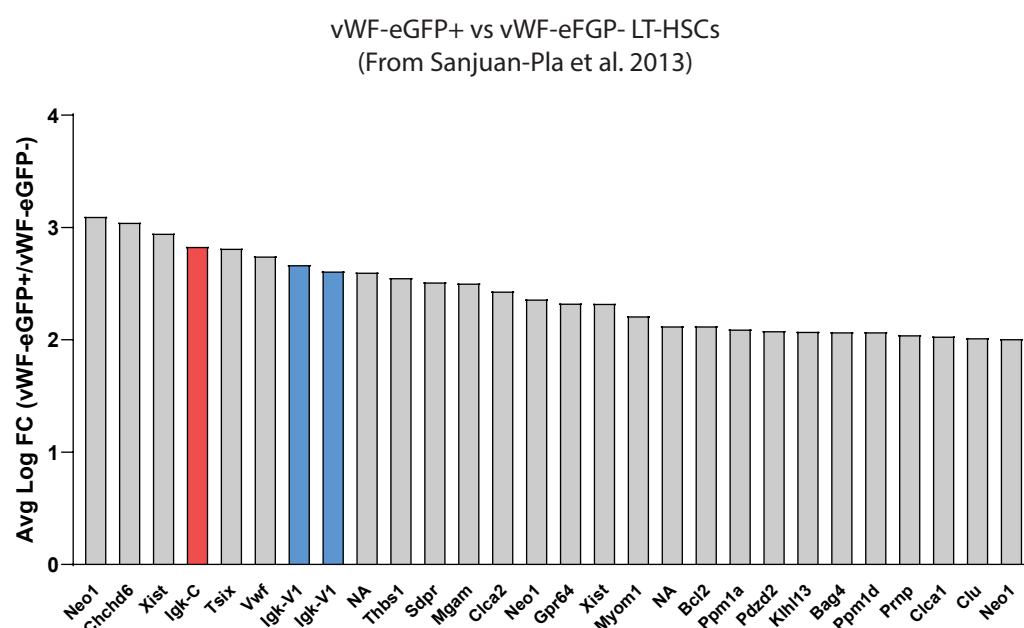

|                               |         |         |         |         |         |         |          |                     |  |
|-------------------------------|---------|---------|---------|---------|---------|---------|----------|---------------------|--|
| Supplementary Table 1         |         |         |         |         |         |         |          |                     |  |
|                               |         |         |         |         |         |         |          |                     |  |
| Sample                        | 1       | 2       | 3       | 4       | 5       | 6       | Total    | Percentage of Total |  |
| Sample Type                   | Young   | Aged    | Young   | Aged    | Young   | Aged    |          |                     |  |
| Population                    | LK      | LK      | LK      | LK      | LK      | LK      |          |                     |  |
| Total CCS Reads               | 4071427 | 3388930 | 2541774 | 2145704 | 2970009 | 2785355 | 17903199 | 100                 |  |
| Reads mapped to genome        | 4033063 | 3375190 | 2522092 | 2127518 | 2945575 | 2763413 | 17766851 | 99.23841544         |  |
| Reads mapped to transcriptome | 3355466 | 2756682 | 1920347 | 1581424 | 2615797 | 2174030 | 14403746 | 80.4534765          |  |
| Reads without polyT           | 1188556 | 1043010 | 1036137 | 933035  | 1328830 | 1012957 | 6542525  | 36.54388805         |  |
| Demultiplexed Reads           | 1880923 | 1378487 | 876906  | 606000  | 530814  | 541317  | 5814447  | 32.47713998         |  |

# Supplementary material for: Single-cell gene and isoform expression analysis reveals signatures of ageing in haematopoietic stem and progenitor cells
**Source:** Commun Biol. 2023 May 24;6:558. doi: 10.1038/s42003-023-04936-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Marker genes for clusters (relating to Figure 1B)

**File name:** Supplementary Data 2

**Description:** Novel exons detected in long-read sequencing data.

**File name:** Supplementary Data 3

**Description:** Differential gene expression between young and aged HSCs

**File name:** Supplementary Data 4

**Description:** Source data for the graphs and charts

# Supplementary material for: Single-cell gene and isoform expression analysis reveals signatures of ageing in haematopoietic stem and progenitor cells
**Source:** Commun Biol. 2023 May 24;6:558. doi: 10.1038/s42003-023-04936-6
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | n/a |
| Population characteristics  | n/a |
| Recruitment                 | n/a |
| Ethics oversight            | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | for scRNA-seq - 3 samples (minimum) per condition                                                                                |
| Data exclusions | scRNA-seq data from cells with low mapping rates or high mitochondrial gene counts were excluded                                 |
| Replication     | finding on single-cell splicing from long read data were validated with qPCR or orthogonal approaches for single-cell sequencing |
| Randomization   | n/a                                                                                                                              |
| Blinding        | n/a                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Cd105-PE, clone MJ7/18, Miltenyi; Cd4-Vioblue, clone REA604, Miltenyi; Cd11b-Vioblue, clone REA592, Miltenyi; Cd117-Pe Vio770, clone REA791, Miltenyi; Cd8a-Vioblue, clone 53-6.7, Miltenyi; CD50-Vioblue, clone REA421, Miltenyi; CD45R-Vioblue, clone REA755, Miltenyi; GR1-Vioblue, clone REA810, Miltenyi; Sca-APC, clone REA422, Miltenyi; CD48-APC Cy7, clone HM48-1, Miltenyi; CD150-BV510, clone TC15-12F12, CD34-PeCy5, MEC147, Miltenyi |
| Validation      | all antibodies are commercially available and validated                                                                                                                                                                                                                                                                                                                                                                                           |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                   |
|-------------------------|-----------------------------------|
| Laboratory animals      | C57BL/6                           |
| Wild animals            | n/a                               |
| Reporting on sex        | all samples were from female mice |
| Field-collected samples | n/a                               |
| Ethics oversight        | UK Home Office                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Samples were prepared from crushed bone marrow, lineage depleted and stained with the appropriate antibody cocktail.                                           |
| Instrument                | BD FACSMelody                                                                                                                                                  |
| Software                  | Chorus                                                                                                                                                         |
| Cell population abundance | purity was assessed by sequencing of the sorted populations, in addition to backgating and post-sort purity testing.                                           |
| Gating strategy           | Lin- cKit+ cells were sorting for 10X scRNA-seq. Lin- Sca-1+ cKit+ CD150+/- CD48+/- cells were sorted for single HSC and low input HSC sequencing experiments. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

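Short-read and long-read counts of LK cells of 6 mice were used, 3 of 8 weeks (mice 1, 3 and 5) and 3 of 72 weeks (mice 2, 4 and 6). Each mouse's age was taken from its sample label. Cells were tied to a mouse by the library number at the end of each cell name. Of 62 sets of numbers tried, 1 gave the numbers of young and aged cells that the paper reports, the set that the labels name. The Smart-seq2 pools and the qPCR of sorted cells have no deposited counts and were left out.

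The short-read file holds counts, as the authors made them with Cell Ranger 3.0.2 and merged them with Seurat 3. They are UMIs per gene and cell without normalization, and the 8436 cells all pass the authors' filters on genes and mitochondrial counts. The long-read file holds counts of reads per gene and run, which the authors aligned with minimap2 2.17 and counted with HTSeq over their own annotation. That annotation was made with TranscriptClean 2.0.2 and TALON 5.0. It holds positions and transcript names and no measurement. It names Gencode M24 on GRCm38 as its base. Proteins were translated from the transcript sequences of Gencode M21, on the same build, for transcripts whose exons are identical in both annotations. A coding region missing from the deposited annotation was taken from Gencode M21.

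Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, and R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. Counts of each cell were scaled to 10000 and logged, and the 6 mice were integrated with Seurat's anchors on 2000 variable genes and 20 dimensions. Immunoglobulin, mitochondrially encoded and ribosomal genes, the genes of Supplementary Data 3 and HSC ageing genes did not take part. Clusters were found at a resolution of 0.8 with seed 42 and took the name of the class with the most marker genes among their 15 leading genes, with at least 3 needed. Scrublet, as included in scanpy, marked 33 of 8436 cells as doublets (0.391%). At so low a rate it is taken as not having worked, and the 306 cells with the highest scores within their mouse were left out as a further alternative.

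UMIs were summed per mouse over all cells or over a class with at least 10 cells in 2 or more mice of each age. Genes were kept by edgeR's filterByExpr, counts were normalized by TMM, and ages were compared with edgeR's quasi-likelihood test at an adjusted p under 0.05 (Benjamini-Hochberg). The 2 long-read runs of a mouse were summed and tested in the same way. Shares and levels of single genes were compared with two-sided exact permutation tests over mice, for which 0.1 is the smallest p. Lists of genes, 23 in all, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The design was tested on simulated data with known changes of 1.5-fold, 2-fold and 4-fold, set in 67, 67 and 66 genes of each comparison.

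Levels are CPM per mouse. Those of genes tested in all LK cells and in HSC-like cells use library sizes scaled by TMM after the filter on low counts. Those of long reads, of Jchain and of Igkc outside the B-cell-like class are not scaled. Depth per mouse ran from 3628043 to 17585424 UMIs in short reads and from 1236696 to 2112841 reads in long reads. Intervals and counts of 0 cover counting error only. Shares of cells with a UMI were also taken after thinning cells to 1000 and to 2000 UMIs, leaving out cells below that depth.

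The genes named in the text are those the paper names for a comparison, up to 10 called genes with the largest increase and 10 with the largest decrease in each main comparison whose ages do not overlap and whose mean is at least 10 CPM, and up to 3 examples per list. When this rule was written, Supplementary Data 1, 3 and 4 and the values in the paper's figures had been seen. Classes, tests, lists, this rule and the first set of alternatives were chosen before the data were examined. These alternatives were DESeq2, no filter on low counts, other resolutions of the clusters, clusters without integration or from all genes, cells with a Procr UMI as HSCs, immunoglobulin genes left out, doublets left out, thinned cells, 1 instrument alone for genes and Sequel II for biotypes, cell classes weighted equally, median log10 CPM per biotype, other rules for counting isoforms, and each mouse left out in turn. A further one, for Igkc outside the B-cell-like class, left out cells with a UMI of a B-cell or plasma-cell gene. Added afterwards were a term for mice 1 and 2, leaving out both, Sequel runs alone for biotypes and lists, leaving out Gm26917 or Gm30211, immunoglobulin genes left out of Sequel runs or of the test in HSC-like cells, the 3 classes of mature cells left out of the share of HSC-like cells, cells with high doublet scores, the other splits of the mice, and transcripts with a TALON status.

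Long reads per isoform, per cell type or with a retained intron could not be counted, because the deposited long-read counts are per gene. Values by isoform and cell type come from the paper's source data and are marked as the paper's.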

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

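The tests in this part on the kappa light chain, on lncRNA genes, on the labels of the long-read runs, on mice 1 and 2 and on other splits of the mice were chosen only after the results were seen.

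Igkc in classes other than B cells drew attention because the paper's text and Supplementary Data 1 do not name the joining chain gene, Jchain. The panels of Supplementary Fig. 11 were not read for it. In aged mouse 2, the 1588 cells of 12 other classes with fewer than 100 Igkc UMIs held 2052 Jchain UMIs. The tables argue against doublets with B cells as the whole source, since 59.9% of the Igkc UMIs outside the class lay in cells with fewer than 100, while the lowest B-cell-like cell had 1156. They also argue against expression by each class with no free B-lineage RNA, because Jchain came with Igkc in all 12 classes of aged mouse 2, at 0.776 times or more of the number that its B-cell-like cells give. Free RNA from B-lineage cells of the same library is a candidate explanation. Jchain was at 1.18 times the number this needs in aged mouse 2, at 0.997 times in young mouse 1 and at 0.766 times in aged mouse 4, and the Igkc level followed the share of B-cell-like cells over the mice. Igha was at 1.33 times in aged mouse 2, 0.845 in young mouse 1 and 1.62 in aged mouse 4, and Ighm at 0.909, 3.42 and 3.04 times in the same order, so the ratio was not kept for each gene. Nor does it describe young mice 3 and 5. With 0 B-cell-like cells, they had 35.0 and 45.6 Jchain UMIs per 100 of Igkc, against 9.05 in aged mouse 2, so B-cell-like cells seen in the library do not account for their Jchain. It was at 2.48 and 9.40 CPM there, at 19.4 and 10.9 CPM in young mouse 1 and aged mouse 4, and at 185 CPM in aged mouse 2. The ratio is therefore the least open to another source of Jchain in aged mouse 2. The sort for lineage-negative cells should remove B cells, yet the class held 117 cells. A further part from the cells themselves stays open, as does a rise with age outside the B lineage. Without aged mouse 2 the log2 fold change of Igkc was 1.35, which could be a smaller change or none. That fit kept young mouse 1, which differs from mice 3 to 6 in other genes as well. Adding a term for mice 1 and 2 gave 3.92 (standard error 0.51, adjusted p = 0.0887 from edgeR). The Smart-seq2 pools that the paper sorted were not analysed here, so whether free RNA bears on them was not tested.

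In long reads, 2 lncRNA genes drew attention because the paper does not discuss them. Gm26917 held 71.83% of all lncRNA reads and Gm30211 had 32208 reads. Without Gm26917, the SD of the lncRNA share over 6 mice was 22.0% of its SD with it, so the spread between mice may come for the most part from this gene. The share without Gm26917 was 1.66 ± 0.20% in young and 2.01 ± 0.59% in aged mice. Leaving out Gm30211 as well turned a difference of 0.349 percentage points into -0.0395, and its added transcripts carry rearranged kappa chains. In Sequel runs alone, without both genes, aged minus young was 0.0493 points (exact permutation p = 0.8). Protein-coding genes there took 96.1 ± 0.309% in young and 95.4 ± 0.334% in aged mice, with each aged mouse below each young one (exact permutation p = 0.1). With immunoglobulin genes left out as well, these shares were 96.1 ± 0.371% and 95.9 ± 0.765% and the ages overlapped (exact permutation p = 0.8). A rise with age over lncRNA genes as a class stays open, as 3 mice per age could not show a difference of this size.

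The long-read runs drew attention because reads of single antibody genes moved between mice. Among mice 3 to 6, 9 immunoglobulin V genes had at least 80% of their Sequel reads in 1 mouse, 8 of them in mouse 4 and 1 in mouse 6. Mice 1 and 2 were not part of this comparison, and 7 of the 9 genes also had Sequel reads in aged mouse 2. Within mice 3 to 6, 9 of the 9 had most of their Sequel II reads under another number. This was the number that crossing mice 3 and 6, and mice 4 and 5, predicts, and 0 of the 9 had them under the same number. The tables argue against a difference between instruments, which would keep these genes in their mouse. Noise from low depth is also argued against, because each Sequel II run of mice 3 to 6 had a correlation of at least 0.43 with the run it was closest to, against at most 0.04 with its own number. Crossed names of the Sequel II runs are a candidate explanation. Crossing would put a young and an aged mouse under each other's label in both pairs. Whether the names or the tubes were exchanged stays open, and all values keep the deposited labels.

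Mice 1 and 2, 1 young and 1 aged, drew attention because 503 genes differed between them and the other 4 mice, 233 higher and 270 lower in the pair. The first principal component held 43.2% of the variance of short reads and set this pair apart. The labels give the same short-read instrument for all 6 mice, while the paper names a NextSeq and a NovaSeq without saying which library went to which. In the long-read counts, the Sequel runs of these 2 mice are named by age alone and those of the other 4 by animal. No cause was tested.

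Other splits of the 6 mice into 3 and 3 number 10 with the real one, too few for a share under 0.05. Where 0 genes are called by age, every split calls as many whatever the data, so these counts test nothing. They were 10 of 10 in all LK cells (highest other split 6 genes), in HSC-like cells (9) and in long reads over both runs (1). The same held for the Sequel runs alone (21), the Sequel II runs alone (9) and the classes named GMP/monocyte progenitor-like (32), LMPP/MPP-like (44), PreGM-like (22), cycling MPP-like (49), erythroid-like (23), mast cell-like (79) and neutrophil-like (17). In megakaryocyte-like cells, 1 gene was called by age, 2 splits called as many with the real one, and the highest other split called 5. The splits with the most genes in short reads put mice 1 and 2 on one side, which points to a structure of the samples. With a term for these mice, edgeR called 4 genes in all LK cells and 1 in HSC-like cells.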

How the results depend on the processing

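The settings chosen only after results were seen are the term for mice 1 and 2, leaving out both, leaving out Gm26917 or Gm30211, Sequel runs alone for biotypes and lists, immunoglobulin genes left out of Sequel runs or of the test in HSC-like cells, mature classes left out of the share of HSC-like cells, high doublet scores and TALON status. Where no reason is given for a changed value, the cause was not tested.

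Over the main results, 115 values under an alternative kept their direction and side of the threshold, 32 moved, 16 reversed and 1 became stronger. Over single genes and lists the numbers were 351 kept, 24 stronger, 37 weaker and 13 reversed. The share of HSC-like cells was higher in aged mice under every alternative run, from 1.59-fold at resolution 0.4 to 6.48-fold without integration. It was 4.04-fold and past an unadjusted p of 0.05 when edgeR counted cells per class, and 2.81-fold (without aged mouse 4) to 4.74-fold (without aged mouse 6) when 1 mouse was left out.

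In all LK cells, 0 genes were called by edgeR (371 at an unadjusted p under 0.05). DESeq2 called 12, the term for mice 1 and 2 gave 4, leaving out both gave 1, and leaving out 1 mouse gave 0 to 1 (without aged mouse 2, Nupr1). In HSC-like cells, 0 were called (75 at an unadjusted p under 0.05). DESeq2 gave 3, no filter on low counts 23, resolution 0.4 with its wider class 17, the term 1, leaving out mice 1 and 2 gave 1, and leaving out 1 mouse 0 to 4. These were 1 without young mouse 1, 4 without aged mouse 4 and 1 without aged mouse 6. In long reads, 0 were called (154 at an unadjusted p under 0.05, 0 by DESeq2), and no filter gave 60. The 23 and 60 calls without the filter carry little weight, as they include Igkc and Gm30211, whose ages overlapped. In HSC-like cells the log2 fold change of Sult1a1 ran from 1.61 to 4.47 over alternatives and that of Nupr1 from 1.73 to 3.54. That of Igkc ran more widely, from 1.13 to 6.59. Those of Rpl35, Tmsb10, Gpx1, Plac8 and Cd34 stayed negative. Sult1a1 in long reads reversed with DESeq2 (-0.0253) and without mice 1 and 2 (-0.80), and leaving out 1 mouse gave -0.53 (without young mouse 1) to 2.64 (without young mouse 5).

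The set test called 7 lists in all LK cells, 3 in HSC-like cells and 4 in long reads. With an estimated correlation it called 0, 0 and 0. With the term it called 11 in all LK cells. Sequel runs alone gave 4 in long reads, with MHC class I genes in place of monocyte genes. Leaving out 1 mouse gave 9 to 15 lists in all LK cells (15 without aged mouse 4, 12 without young mouse 1, 11 without aged mouse 6), 2 to 5 in HSC-like cells (5 without aged mouse 2), and 2 to 9 in long reads (2 without young mouse 3, 9 without young mouse 1, 7 without young mouse 5 or aged mouse 6). Adjusted p over alternatives ran from 1.74e-12 to 0.876 for plasma-cell genes in all LK cells, which reversed without aged mouse 2 (0.876) and had 5.53e-12 without young mouse 1. In long reads, ribosomal genes (1.68e-09 to 0.979) reversed without mice 1 and 2 (0.0966), without aged mouse 2 (0.113) and without young mouse 3 (0.598). Immunoglobulin genes (5.23e-16 to 0.979) reversed without mice 1 and 2 (0.00186) and without aged mouse 2 (3.89e-05) and had 0.309 without young mouse 3. Monocyte genes (0.000662 to 0.990) reversed without aged mouse 2 (0.990).

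The lncRNA share, aged minus young in percentage points, was -0.735 and reversed in Sequel runs alone (1.78), as median log10 CPM (0.0347), without Gm26917 (0.349) in Sequel runs without Gm26917 and Gm30211 (0.0493), and in Sequel runs with immunoglobulin genes left out (1.81) and those 2 genes as well (0.0571). Leaving out 1 mouse gave -1.89 (without young mouse 1) to 0.952 (without young mouse 5). Other pseudogenes (-0.00887) reversed in Sequel runs alone (0.0145), as median log10 CPM (0.135) in Sequel runs without both genes (0.0234), and with immunoglobulin genes left out (0.0163) and both genes as well (0.0253). Leaving out 1 mouse gave -0.0486 (without young mouse 1) to 0.0302 (without young mouse 3), and 0.0282 without aged mouse 2. The median log10 CPM follows depth here, because the median lncRNA gene had 2 reads in each of the 6 mice and the median pseudogene 1 or 2, so these 2 reversals carry no information on expression. The share of protein-coding genes went from 0.581 points to -2.31 in Sequel runs alone and -1.91 there with immunoglobulin genes left out. Immunoglobulin genes ran from -0.0730 (without aged mouse 2) to 0.471 (without aged mouse 6), and V pseudogenes from -2e-05 (without aged mouse 2) to 0.0003 (without aged mouse 6) with 1 mouse left out, and up to 0.00051 in Sequel runs without Gm26917 and Gm30211.

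The share of genes with 2 or more isoforms was 77.7%. It was 87.6% with 5 or more reads, 94.4% with 10 or more reads in each of 3 mice, 76.5% with reference transcripts only and 90.2% with multi-exon genes only. With a TALON status it was 57.9%, without incomplete splice matches 49.5%, and with known transcripts alone 46.3%. These 3 shares are of the 11951, 11665 and 11432 genes that keep a transcript. Of all 17221 genes with reads they are 40.2%, 33.5% and 30.7%.

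Outside the B-cell-like class, the log2 fold change of Igkc stayed positive, from 1.35 (without aged mouse 2) to 6.47 (without young mouse 1), with an adjusted p of 0.0887 to 1.00. It was 3.65 (standard error 1.16, adjusted p = 0.473 from edgeR) without cells that had a UMI of a B-cell or plasma-cell gene. Of 8319 cells outside the class, 7726 had such a UMI and were left out. The ages overlapped in that setting (exact permutation p = 0.3).

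Not run were all barcodes without filters, since every deposited cell passes them, the median log10 CPM of V pseudogenes, as aged mouse 6 has no read on them, and totals without immunoglobulin genes for these genes themselves. No paired analysis was possible because mice 1 to 6 share no number between ages. Depth limits the genes tested in HSC-like cells, 1344 against 12302 in all LK cells, and the V pseudogenes, with 23 reads.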

Differences from the paper's values

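Counting isoforms by TALON status was chosen only after the values were seen. The paper gives immunoglobulin V pseudogenes 1% of immunoglobulin reads. The value here is 0.0776%, from 23 reads beside 29610 reads on immunoglobulin genes. With reads of Gm30211 and Adam6a added to the total it is 0.0313%. It was 0.0686% in Sequel II runs alone and 0.0673% (without young mouse 5) to 0.140% (without aged mouse 2) with 1 mouse left out, and none of these alternatives, set before the data were examined except for the one with Gm30211 and Adam6a, comes within the paper's value. For genes with alternative isoforms, the paper's value is 52.3% and the value here is 77.7%. The latter counts annotated transcripts and not isoforms seen in reads, so they are not the same measure. They lie less than 1.5-fold apart, as does 76.5% with reference transcripts only, while 87.6%, 94.4% and 90.2% lie further from the paper's value. With transcripts that have a TALON status it was 57.9% of the genes that keep one, or 40.2% of all genes with reads. Without incomplete splice matches it was 49.5% or 33.5%, so the distance to the paper's value depends on the genes counted.

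The paper calls genes in HSCs and progenitors, in a test whose replicate unit its text does not state. With mice as replicates, edgeR called 0 genes in HSC-like cells and 0 in all LK cells, at 75 and 371 with an unadjusted p under 0.05. Of the genes the paper names, DESeq2 called Sult1a1 and Nupr1 in both comparisons. The fit with no filter on low counts called Sult1a1, Nupr1 and Igkc in HSC-like cells. In that fit the standard error of Igkc fell from 1.31 to 0.36 (adjusted p = 1.24e-24 from edgeR), although the ages overlapped (exact permutation p = 0.3). Its calls therefore do not track the spread between mice and carry little weight. Resolution 0.4 called Sult1a1 and Nupr1. Leaving out aged mouse 4 called Sult1a1, Nupr1 and Igkc, leaving out young mouse 1 called Nupr1, and leaving out aged mouse 6 called Sult1a1 in HSC-like cells. In all LK cells, leaving out aged mouse 2 called Nupr1. Among the settings chosen after seeing the values, the term for mice 1 and 2 called Igkc in HSC-like cells and Nupr1 in all LK cells, and leaving out both mice called Nupr1 in each. In LMPP/MPP-like cells, DESeq2 called Nupr1. No setting called Rpl35, Tmsb10, Gpx1, Plac8 or Cd34 (0 of 5), although the directions are those of the paper and 21 of 21 genes of its table kept their sign when cells were pooled.

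The paper reports more expression from lncRNA genes in aged mice. Over both runs the share here was lower in aged mice by -0.735 percentage points with overlapping ages. This sum includes the Sequel II runs of mice 3 to 6, whose labels are in doubt, and in Sequel runs alone, a setting chosen after seeing the values, it was higher by 1.78. As median log10 CPM it was higher by 0.0347, a value set by depth, as the median lncRNA gene had 2 reads in each mouse.

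The paper states that Nupr1 was not detected in long reads, and the gene has 53 reads here, 14 of them in Sequel runs. These counts are per gene and run, while the paper could assign only part of its reads to cells. No Nupr1 transcript in the annotation has a TALON status, so the counts and the paper's statement may rest on different reads. The paper places Sult1a1 and Nupr1 almost only in LT-HSCs, while Nupr1 had a UMI in 17.1% of aged megakaryocyte-like cells, against 57.4% of aged HSC-like cells, at medians of 6646.0 and 3609.5 UMIs per cell over both ages. With cells thinned to 2000 UMIs the means over aged mice were 8.73% and 45.5%, and at 1000 UMIs 3.64% and 27.8%. The paper's leading isoforms Lmo2-208 and Sult1a1-203 carry no TALON status in the deposited annotation, as do 23 of the 77 isoforms of its transcription factor source data, while 54 are known. The paper reports an added Lmo2 exon of 297 nt, and the annotation holds 0 exons of that length among the added Lmo2 transcripts. The paper found it in alignments of reads with at least 2 reads needed, and added transcripts needed 5 reads in 3 samples, so the 0 does not bear on the reads. It gives the exon skipped in Meis1 another number, and here it is exon 12 of Meis1-201. Its source data give Lyl1 1464 reads and Hhex 508, and the deposited gene counts give 0 and 2.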

Other observations

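The long-read level of Gm30211 and the short-read level of Igkc, both as log10 CPM, had a Pearson r of 0.871 over the 6 mice in Sequel runs (exact permutation p = 0.0222, adjusted p = 0.0666 over 3 relations) and a Spearman rho of 0.886 (exact permutation p = 0.0333, adjusted p = 0.0999). Without the 2 farthest mice r was 0.981. In Sequel II runs, whose labels are in doubt for mice 3 to 6, r was 0.430 (exact permutation p = 0.390) and 0.907 without the 2 farthest mice. In long reads, 0 of 14 tested erythroid genes were positive between aged and young mice, with a median log2 fold change of -0.68 and 0 that passed over the list alone (adjusted p = 4.04e-18 with a preset and 0.773 with an estimated correlation). This sum includes the Sequel II runs whose labels are in doubt. In Sequel runs alone, 0 of 11 genes were positive (median -0.49, adjusted p = 0.000238 with a preset and 0.717 with an estimated correlation). In short reads of all LK cells, 7 of 16 genes of the list were positive (median -0.02, adjusted p = 0.655 with a preset and 0.939 with an estimated correlation). In all LK cells, 13 of 14 MHC class I genes were positive (median 0.34, adjusted p = 2.28e-07 with a preset and 0.310 with an estimated correlation). The ages separated in 3 of the 14, and 0 passed when adjusted over the list alone. B-cell genes (8 of 8, median 1.76), plasma-cell genes (11 of 13, median 0.80) and immunoglobulin genes (7 of 8, median 3.08) were also mostly positive there. Whether such cells carry the MHC class I difference was not tested. In long reads, 6 of 12 were positive (median 0.01, adjusted p = 0.953 with a preset and 0.979 with an estimated correlation), and in Sequel runs alone 10 of 11 (median 0.41, adjusted p = 0.000394 with a preset and 0.264 with an estimated correlation).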
